# MiR-29a-deficiency causes thickening of the basilar membrane and age-related hearing loss by upregulating collagen IV and laminin

**DOI:** 10.3389/fncel.2023.1191740

**Published:** 2023-05-18

**Authors:** Peng Ma, Shuli Wang, Ruishuang Geng, Yongfeng Gong, Mulan Li, Daoli Xie, Yaning Dong, Tihua Zheng, Bo Li, Tong Zhao, Qingyin Zheng

**Keywords:** hearing loss, miR-29a, hair cells, basilar membrane, collagen IV

## Abstract

Age-related hearing loss (ARHL) is the most common sensory degenerative disease and can significantly impact the quality of life in elderly people. A previous study using GeneChip miRNA microarray assays showed that the expression of miR-29a changes with age, however, its role in hearing loss is still unclear. In this study, we characterized the cochlear phenotype of miR-29a knockout (*miR-29a^–/–^*) mice and found that miR-29a-deficient mice had a rapid progressive elevation of the hearing threshold from 2 to 5 months of age compared with littermate controls as measured by the auditory brainstem response. Stereocilia degeneration, hair cell loss and abnormal stria vascularis (SV) were observed in *miR-29a^–/–^* mice at 4 months of age. Transcriptome sequencing results showed elevated extracellular matrix (ECM) gene expression in *miR-29a^–/–^* mice. Both Gene Ontology (GO) annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis revealed that the key differences were closely related to ECM. Further examination with a transmission electron microscope showed thickening of the basilar membrane in the cochlea of *miR-29a^–/–^* mice. Five Col4a genes (*Col4a1-a5*) and two laminin genes (*Lamb2 and Lamc1*) were validated as miR-29a direct targets by dual luciferase assays and miR-29a inhibition assays with a miR-29a inhibitor. Consistent with the target gene validation results, the expression of these genes was significantly increased in the cochlea of *miR-29a^–/–^* mice, as shown by RT-PCR and Western blot. These findings suggest that miR-29a plays an important role in maintaining cochlear structure and function by regulating the expression of collagen and laminin and that the disturbance of its expression could be a cause of progressive hearing loss.

## Introduction

Age-related hearing loss (ARHL), or presbycusis, is a degenerative disease in aging mammals and is the most common sensory disorder in aging individuals (Liu and Yan, 2007; Someya and Prolla, 2010; Someya et al., 2010; Sun et al., 2022). It manifests as an age-related progressive decline in auditory function. With the aging of the population, the incidence of ARHL is increasing. ARHL is associated with communication difficulties and cognitive decline, which can lead to anxiety and depression (Kim and Chung, 2019; He et al., 2021).

The main pathological changes of ARHL are characterized by the irreversible loss of hair cells and degeneration of spiral ganglion neurons and SV in the cochlea. Many studies have shown that oxidative damage caused by excessive accumulation of reactive oxygen species (ROS) is an important intrinsic factor causing ARHL in the elderly (Tavanai and Mohammadkhani, 2017; Lyu et al., 2020; Rousset et al., 2020). Although the specific etiology of ARHL is not fully understood (He et al., 2020), it may be influenced by genetic factors and environmental factors (Peng L. et al., 2022). The ARHL phenotype can be directly mimicked by the selective knockout gene in mice. With the help of mouse mutants, the mechanism of involvement of *ahl* locus near the cadherin 23 gene and *Tmc1* locus in Beethoven mutant in ARHL has been illustrated (Noben-Trauth et al., 2003; Noguchi et al., 2006).

In addition, gene mutation in non-coding microRNAs (miRNAs) can also cause hearing loss. Indeed, many miRNAs have been characterized to affect the inner ear development of mice (Jiang et al., 2022). miR-96 is the first microRNA discovered to be associated with progressive hearing loss in humans and mice (Mencia et al., 2009; Solda et al., 2012). Its role in hair cell development has been confirmed in a mutant mouse model with a single base change in the seed region of miR-96 (Lewis et al., 2009).

The miR-29 family is a key regulator of many biological processes (Horita et al., 2021; Peng D. W. et al., 2022), and the most widely known functions include the promotion of apoptosis and the regulation of cell differentiation (Guo et al., 2018; Han et al., 2018; Peng et al., 2018). In addition, the miR-29 family may suppress many extracellular matrix (ECM) genes, including those encoding collagen, elastin, and fibrillin (Hubmacher and Apte, 2013). This has been reported in many tissues, such as neurons, nasopharyngeal carcinoma, and aortic vessels (Boon et al., 2011; Qiu et al., 2015; Ma et al., 2020). A previous study using GeneChip miRNA microarray assays showed that the expression of miR-29a in the mouse cochlea changed with age (Zhang et al., 2013), however, nothing is known about its role in auditory function and its molecular mechanisms.

In this study, our experiments using miR-29a knockout (KO) mice revealed that miR-29a was expressed in the cochlea, and miR-29a KO mice exhibited progressive hearing loss. Transcriptome sequencing results showed elevated ECM gene expression in KO mice. Both Gene Ontology (GO) annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis revealed that the key differences were closely related to ECM. Thickening of the basilar membrane was observed by transmission electron microscopy, which could be explained by increased levels of collagen types IV and laminin that were further validated as target genes of miR-29a in our experiments. These results suggest that miR-29a plays an essential role in maintaining cochlear structure and function.

## Materials and methods

### Animals

The miR-29a-deficient mouse strain on the C57BL/6 background was obtained from Washington University in St. Louis (Papadopoulou et al., 2011; Dooley et al., 2017). Mice were housed in a controlled environment characterized by a 12 h light/dark cycle, temperature of 22 ± 1°C, and 40–60% humidity with free access to chow and water. All mice were maintained in specific pathogen-free facilities. The animal study was reviewed and approved by the Animal Use and Care Committee of Binzhou Medical University.

Genotyping was determined by PCR of mouse tail or toe DNA. For the wild-type (WT) allele, the primer FW (5′-TTAGTCAACCACCGTTAGAA-3′) and primer RV (5′- ATTGACTGGTCAGTCATTGG-3′) were used to produce a 480 bp band. For the knockout allele, the primer FW (5′-CAGAAAGCGAAGGAGCAAAG-3′) and primer RV (RV: 5′-AATGGTTCAAACGCTCCAC-3′) were used to produce a band of 717 bp. Heterozygous mice were used for breeding to generate pups with three different genotypes. There is no difference in hearing threshold between female and male knockout mice, therefore, both female and male mice were included in all experiments.

### Fluorescence *in situ* hybridization (FISH)

Frozen mouse cochlear sections were prepared in a routine fashion. Briefly, mouse cochlear tissue was fixed with 4% paraformaldehyde immediately after collection. The cochlea were decalcified with 10% EDTA, gradient dehydrated in 10 and 20% sucrose solutions, and then cryo-protected with 30% sucrose solution, embedded and frozen in OCT, and finally cut into 6-μm thick sections. Each slide was fixed with 4% paraformaldehyde for 10 min and washed with 0.01 M PBS three times for 5 min each. After incubation with 20 μg/ml proteinase K (10 min, 37°C) and prehybridization (1 h, 37°C), FISH was performed using a specific miR-29a probe (002112, Thermo Fisher Scientific, Shanghai, China), labeled with FAM (488) fluorochromes (excitation wavelength: 488 nm; emission wavelength: 515–555 nm). The tissue slices were also stained with 4′,6-diamidino-2-phenylindole (DAPI) (G1012, Servicebio, Wuhan, China) (excitation wavelength: 330–380 nm; emission wavelength: 420 nm).

### Auditory brainstem response (ABR)

Mice were anesthetized with an intraperitoneal (IP) injection of ketamine (100 mg/kg) and xylazine (10 mg/kg) and ABR was recorded monthly in a soundproof chamber. The signals of click and tone-burst stimuli (8, 16, and 32 kHz) were presented and channeled into the mouse’s ear canals. Amplified brainstem responses were recorded by Smart EP (Intelligent Hearing Systems, USA). The active electrode of three subdermal electrode needles was inserted at the vertex, the reference electrode was inserted under the test ear, and the ground electrode was inserted under the contralateral ear as previously described (Zheng et al., 1999; Wang et al., 2017; Zhao et al., 2020). Stimulus intensities were elicited in 10 dB descending steps, which were followed by a 5 dB increasing step until no response was detected. The ABR threshold was defined as the minimum sound intensity sufficient to elicit a reproducible wave II.

### Histological examination

Four-month-old *miR-29a*^+/+^ and *miR-29a^–/–^* mice were sacrificed. Paraffin-embedded mouse cochlear sections with a 5-μm thickness were prepared as described previously (Zhao et al., 2020). The tissue sections were stained with Hematoxylin and Eosin (H&E). Hair cells, stria vascularis, and spiral ganglion cells were observed under an optical microscope (Leica DMI4000 B, Germany). SGN counts were performed as previously described (Semaan et al., 2013; Fu et al., 2022). The width of SV and the area of the spiral ganglion region were measured with the aid of NIH ImageJ 1.53t software.

### Immunofluorescence of cochlear hair cells

After the collected cochlea was fixed and decalcified, it was microdissected and divided into three sections: basal turn, middle turn and apical turn. Tissues were permeabilized with 0.5% Triton X-100 for 15 min at room temperature and blocked with 5% goat serum for 1 h. The samples were first stained for hair cells with rabbit anti-Myosin VIIA (anti-MYO7A, Proteus BioSciences, #25- 6790, 1:150) at 4 C overnight. After the samples were washed three times with 0.01 M PBS, goat anti-rabbit IgG (H + L) secondary antibody (Alexa Fluor 594, Life Technologies, A11012, 1:500) was used together with phalloidin (Alexa 488, Invitrogen, A12379, 1:500) for 1 h at room temperature. Samples were washed another three times, and finally stained with DAPI (Invitrogen) for cell nuclei. Images were captured by a Zeiss LSM 880 laser scanning confocal microscope (Germany) equipped with a 40 × /0.95 N.A objective lens. Hair cell loss was assessed by the absence of MYO7A immunoreactivity. In the quantitative analysis of hair cell numbers, hair cells were counted over a length of 100 μm of the cochlea in the apical, middle, and basal turns, respectively. Three mice were examined per group.

### Electron microscopy

For scanning electron microscopy (SEM), the cochleas were fixed with 2.5% glutaraldehyde as previously described (Zhao et al., 2021). After they were rinsed in 0.01 M PBS, the cochleas were carefully microdissected to remove from the bone, spiral ligament, and Reissner’s membrane. Afterward, tissues were post-fixed in 1% osmium tetroxide (OsO_4_) for 1.5 h. Then specimens were rinsed again and dehydrated in graded ethanol of increasing concentration (30–100%). The BM was dried with CO_2_ at a critical point and coated with gold palladium. Finally, the specimens were viewed under a high-resolution scanning electron microscope (Hitachi S-4800, Japan).

The basement membrane samples used for transmission electron microscopy (TEM) were peeled from the cochlea. Then, they were fixed with glutaraldehyde, embedded in epoxy resin, and stained with uranyl acetate and lead citrate. TEM images were recorded by JEOL-1200E transmission electron microscope (Tokyo, Japan). For determination of the BM thickness, TEM images were analyzed using NIH ImageJ 1.53t software.

### RNA-seq analysis

Total RNA was extracted from the cochlea of 2-month-old miR-29a WT and miR-29a KO mice using TRIzol reagent. RNA quality control, library preparation, and sequencing were performed by Novogene (Tianjin, China). RNA-seq was performed on the Illumina platform (Novogene, China). Paired-end clean reads were mapped to the mouse reference genome using Hisat2 (v2.0.4). Differential expression analysis of two groups was identified using the DESeq2 R package (v1.30.0). Genes with a *P*-value < 0.05 and fold-change > 0 were considered as differentially expressed.

### Dual-luciferase reporter assay

Bioinformatics software TargetScan (release 7.1) and RegRNA (2.0) were used to predict the targeting relationship between miR-29a and ECM component genes based on the binding sites of miR-29a and the 3’-UTR of these genes (Supplementary Table 1).

The 3′-UTR of the mouse candidate target gene containing the miR-29a binding site (synthesized by Shanghai GeneChem) was inserted into psiCHECK-2 (Clontech) downstream of the luciferase gene using *Xho*I/*Not*I. The mutant 3′-UTR (deletion of the predicted binding site ACCACGA) of mouse miR-29a (synthesized by Shanghai GeneChem) was inserted into psiCHECK-2 downstream of the luciferase gene using *Xho*I/*Not*I. WT or mutant psiCHECK-2-targets with 3′-UTR binding sites and miR-29a mimic (synthesized by Shanghai GeneChem) were co-transfected into HEK 293T cells in 96-well culture dishes using Lipofectamine 2000. Forty-eight hours after transfection, firefly, and Renilla luciferase activities were measured in a GLOMAX luminometer using the Dual-Luciferase Reporter Assay System (Promega, E910). Luciferase activities were determined by Omega Software v5.50 R4.

### Inhibitor assay

Inhibitors for miR-29a and negative control miRNA were designed and synthesized by GenePharma Company. The corresponding sequences are summarized: mmu-miR-29a-3p inhibitor: 5′-UAACCGAUUUCAGAUGGUGCUA-3′, negative control miRNA inhibitor: 5′-CAGUACUUUUGUGUAGUACAA-3′. In all, each group at a final concentration of 100 nmol was transfected into HEI-OC1 cells in 6-well culture dishes using a riboFECT™ CP Transfection Kit (RiboBio). Forty-eight hours after transfection, total cellular RNA was extracted.

### RNA extraction and qRT-PCR

For cochlea tissue collection, the whole cochlea was carefully dissected out of the temporal bone as previously described (Fang et al., 2019; Seicol et al., 2022). Total RNA was extracted from cochlear tissues or cultured cells using cold TRIzol reagent (Ambion, Austin, TX, USA). RNA was reverse transcribed to cDNA by using the PrimeScript™ RT reagent kit (TaKaRa, Kusatsu, Japan). Real-time PCR was performed on a QuantStudio three instrument (Thermo Fisher Scientific) using SYBR Green PCR Master Mix (Roche, Basel, Switzerland). All primer sequences used in this study are shown in Supplementary Table 2. The qRT-PCR results were obtained by QuantStudio™ Design and Analysis SE Software v1.5.0. The relative expression levels of each mRNA were calculated after normalizing to β-actin. Data were expressed as 2^–ΔCt^ values with ΔCT = Ct_target gene_-Ct_referencegene_.

### Western blotting analysis

Mice cochlea samples were prepared as reported previously (Fuentes-Santamaria et al., 2022). Briefly, after mice were euthanized, the whole cochlea was quickly dissected from the temporal bone. Total protein extracts were obtained by lysing cochlear tissues in 100 μl of RIPA buffer (Thermo Scientific, Waltham, MA, USA), including a protease and phosphatase inhibitor cocktail (Roche, Switzerland). Protein samples were separated on an 8% SDS-PAGE gel (Beyotime, Nanton, China) and electrotransferred to a PVDF membrane (Invitrogen, Waltham, MA, USA). After the membrane was blocked, immunoblotting was performed with the following antibodies: anti-COL4A1 (1:50, Novus, NBP1-26549), anti-COL4A2 (1:250, Absin, abs140629), anti-COL4A3 (1:500, a kind gift from Dr. Jeffrey H. Miner, Washington University), anti-COL4A4 (1:500, a kind gift from Dr. Jeffrey H. Miner, Washington University), anti-COL4A5 (1:500, Abcam, ab231957), anti-LAMB2 (1:150, Santa Cruz, sc-377379), anti-LAMC1 (1:500, Cell Signaling Technology, #92921), and anti-β-actin (1:1000, Cell Signaling Technology, #4970). HRP-conjugated secondary antibodies (Abcam) followed by ECL (Meilunbio, Dalian, China, MA0186) incubation allowed protein band detection. Protein bands were visualized using an image acquisition and analysis system (Bio-Rad, Hercules, CA, USA). ImageJ 1.52a was used to quantify the Western blotting results.

### Immunofluorescence staining

For immunofluorescence of cochlear tissue, 5-μm frozen sections were fixed with 2% paraformaldehyde for 20 min at room temperature. After incubation with 0.3% Triton for 30 min, the frozen sections were blocked in 5% goat serum albumin for 2 h. Then, the samples were incubated with primary antibodies at 4°C overnight (Cheng et al., 2019). The primary antibodies used in this study were COL4A1 (IF: 1:10, Novus, NBP1-26549) and LAMB2 (IF:1:40, Santa Cruz, sc-377379). Alexa 647-conjugated secondary antibodies (1:400, Absin Bioscience) and Alexa 488-conjugated secondary antibodies (1:500, Life Technologies, Carlsbad, CA, USA) were used for 1 h. Finally, tissue sections were counterstained with DAPI for 5 min. Fluorescence images were obtained using a Zeiss laser scanning confocal microscope (Zeiss, LSM880, Jena, Germany).

### Statistical analysis

All data are shown as the mean ± SD. The significance of differences in ABR thresholds between groups was tested using a two-way analysis of variance (ANOVA) followed by Tukey’s multiple group matching test. For other experimental data between two groups, independent *t*-tests or paired *t*-tests were used. *P* < 0.05 was defined as statistically significant. All statistical analyses were performed in IBM SPSS Statistics 26.

## Results

### Genotyping of miR-29a KO and detection of miR-29a expression in mice

To confirm the expression of miR-29a, we genotyped all mice by polymerase chain reaction (PCR) using genomic DNA from tail clips. As shown in Supplementary Figure 1, wild-type *miR-29a*^+/+^ mice showed a single band of 480 bp, homozygous *miR-29a^–/–^* mice showed a band of 717 bp, and heterozygous *miR-29a*^+/–^ mice showed both bands (717 and 480 bp).

The expression of miR-29a in the cochlea was detected by *in situ* hybridization. As shown in Figure 1A, miR-29 was expressed in most parts of the cochlea, including the organ of Corti, BM, stria vascularis, limbus spiralis, and spiral ganglion, whereas there was only background staining in the miR-29a KO mice.

**FIGURE 1:**
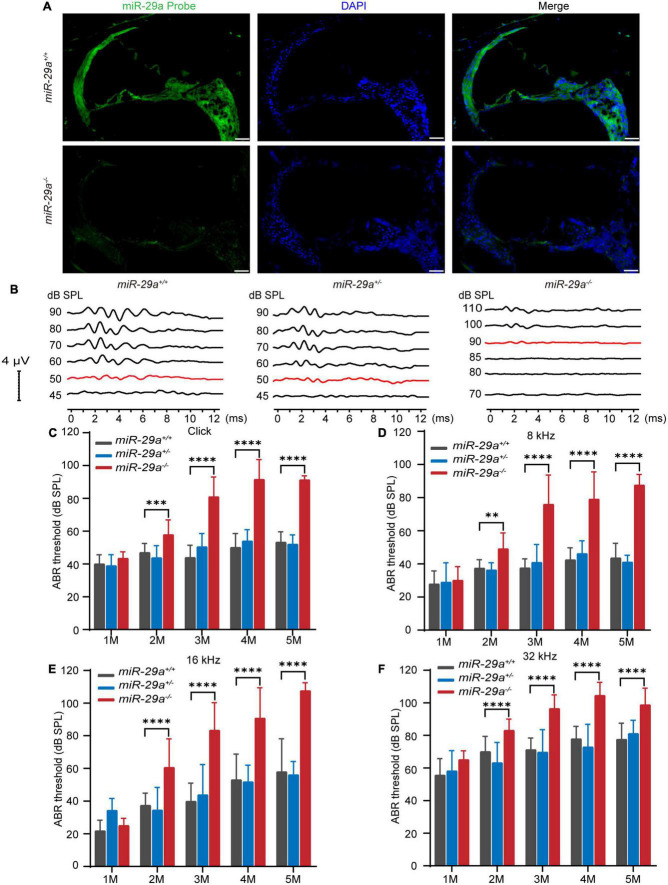
Expression of miR-29a in mouse cochlea and ABR in the miR-29a mouse strains. **(A)** Fluorescence *in situ* hybridization of frozen sections from mice. The cochlea labeled with a miR-29a probe for miR-29a (green) and DAPI for nuclei (blue) are shown in the images. *miR-29a*^+/+^ mice are shown in the upper panels, and *miR-29a^–/–^* mice are shown in the lower panels. Scale bar = 50 μm. Images are representative of *n* = 3 biological replicates per group. **(B)** Comparison of the representative ABR waveform of 4-month-old *miR-29a*^+/+^, *miR-29a*^+/–^, and *miR-29a^–/–^* mice were elicited by click. The changes in the mean ABR thresholds of *miR-29a^–/–^* mice at 1, 2, 3, 4, and 5 months of age indicate that *miR-29a^–/–^* mice have more severe hearing loss than *miR-29a*^+/+^ mice at all stimuli: click **(C)**, 8 kHz **(D)**, 16 kHz **(E)**, and 32 kHz **(F)**. Numbers of *miR-29a*^+/+^ mice tested in 1 (*n* = 9), 2 (*n* = 13), 3 (*n* = 22), 4 (*n* = 29), and 5 (*n* = 14) months old mice. Numbers of *miR-29a*^+/–^ mice tested in 1 (*n* = 13), 2 (*n* = 8), 3 (*n* = 12), 4 (*n* = 9), and 5 (*n* = 5) months old mice. Numbers of *miR-29a*^–/–^ mice tested in 1 (*n* = 6), 2 (*n* = 20), 3 (*n* = 17), 4 (*n* = 20), and 5 (*n* = 4) months old mice. All data are shown as the mean ± SD, two-way ANOVA followed by Tukey’s multiple comparisons test. Asterisks indicate significant of Tukey’s multiple comparisons tests (**P < 0.01, ***P < 0.001, and ****P < 0.0001).

### MiR-29a-deficiency causes progressive hearing loss

To determine the hearing function of miR-29a mutant strains, we measured their ABRs. We assessed ABR thresholds with click and tone bursts (8, 16, and 32 kHz) in miR-29a mutant strains aged 1 to 5 months (Figures 1B–F).

We compared the mean ABR threshold of *miR-29a*^–/–^ mice, wild-type *miR-29a*^+/+^ mice and heterozygous *miR-29a*^+/–^ mice from 1 to 5 months of age for click, 8, 16, and 32 kHz. A two-way ANOVA was used to assess the effect of age and genotype on the ABR threshold for each frequency. For click, the main effect of age was also significant [*F*_(4, 53)_ = 45.235, *P* < 0.0001], and the main effect of genotype was significant [*F*_(2, 55)_ = 145.536, *P* < 0.0001]. For 8 kHz, there were significant effects of age and genotype on the ABR threshold [*F*_(4, 53)_ = 37.039, *P* < 0.0001; *F*_(2, 55)_ = 100.828, *P* < 0.0001]. For 16 kHz, there were significant effects of age and genotype on the ABR threshold [*F*_(4, 53)_ = 39.993, *P* < 0.0001; *F*_(2, 55)_ = 69.268, *P* < 0.0001]. For 32 kHz, there were significant effects of age and genotype on the ABR threshold [*F*_(4, 53)_ = 36.600, *P* < 0.0001; *F*_(2, 55)_ = 68.782, *P* < 0.0001]. Tukey’s multiple comparison test results showed significant differences were observed between *miR-29a*^+/+^ mice and *miR-29a*^–/–^ mice for each stimulus from 2 to 5 months of age (*P* < 0.001), whereas the mean threshold from 1 to 5 months of age in the heterozygous *miR-29a*^+/–^ mice was not significantly different from that in wild-type *miR-29a*^+/+^ mice for click, 8, 16, and 32 kHz (all *P* > 0.05), as shown in Figures 1C–F. These results suggest that miR-29a-deficiency results in progressive, age-dependent hearing loss.

### Cochlear pathology of *miR-29a^–/–^* mice

We compared the histological morphology of the organs of Corti in the *miR-29a*^+/+^ and *miR-29a^–/–^* mice at 4 months of age. Hair cell loss was evident in the *miR-29a^–/–^* mice compared with the *miR-29a*^+/+^ mice (Figure 2A). The width of stria vascularis in the *miR-29a^–/–^* mice was thinner than that in the *miR-29a*^+/+^ mice (Figure 2B), and the difference was significant [independent *t*-test, *t*_(4)_ = −5.096, *P* = 0.007]. We also examined the loss of spiral ganglion neurons (SGNs) by measuring cell density (Figure 2C). The SGN density of the cochlear basal turns of the *miR-29a^–/–^* mice was significantly lower than that of the *miR-29a*^+/+^ mice at 4 months of age [independent *t*-test, *t*_(4)_ = 5.543, *P* = 0.005]. The abnormalities in these specific regions detected in the *miR-29a^–/–^* mice are consistent with the finding that these mice exhibited severe hearing loss at 4 months of age.

**FIGURE 2:**
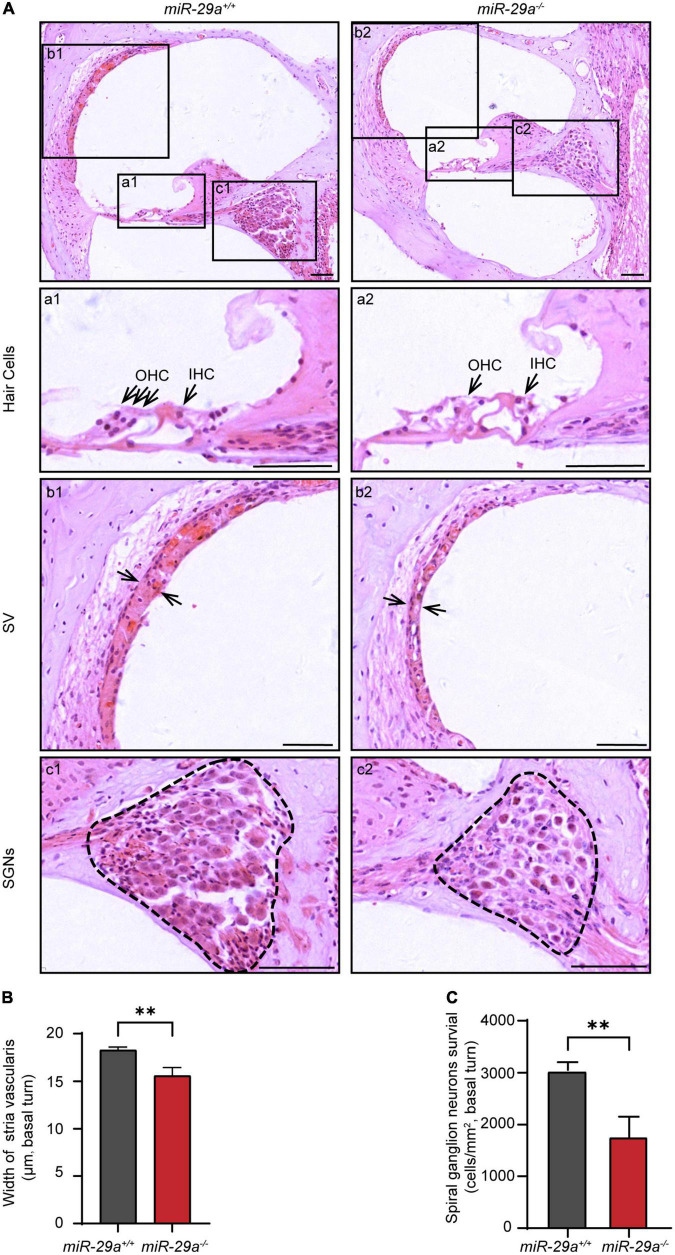
Morphological features in the cochlea of *miR-29a*^+/+^ and *miR-29a*^–/–^ mice at 4 months. **(A)** Loss of hair cells, spiral ganglion neurons (SGNs), and the thickness of stria vascularis (SV) in the basal turns of cochlea were observed by H&E staining. Scale bar = 50 μm. (a) Magnification of hair cells in the cochlea of *miR-29a*^+/+^ and *miR-29a*^–/–^ mice. Scale bar = 50 μm. (b) Magnification of SV in the cochlea of *miR-29a*^+/+^ and *miR-29a^–/–^* mice. Scale bar = 50 μm. (c) Magnification of SGNs, in the cochlea of *miR-29a*^+/+^ and *miR-29a^–/–^* mice. Scale bar = 50 μm. **(B)** The width of SV. The mean width of SV in the basal cochlear regions of *miR-29a^–/–^* mice was generally thinner than that of *miR-29a*^+/+^ mice at 4 months old [*t*_(4)_ = –5.096, *P* = 0.007]. **(C)** SGNs survival (i.e., SGNs density). The mean SGN density of the basal cochlear regions of *miR-29a^–/–^* mice was significantly lower than that of *miR-29a*^+/+^ mice at 4 months [*t*_(4)_ = –5.543, *P* = 0.005]. IHC, inner hair cell; OHC, outer hair cell; SV, stria vascularis; SGNs, spiral ganglion neurons. All data are shown as the mean ± SD, *n* = 3 biological replicates per group, the independent *t*-test was used to compare data between two groups (**P < 0.01).

To further investigate the hair cell pathology caused by the mutations, we observed hair cells in P5 and 4-month-old *miR-29a*^+/+^ and *miR-29a^–/–^* mice using surface preparation of cochlear epithelia. Hair cells were visualized by staining with MYO7A, phalloidin, and DAPI, and we evaluated hair cell survival based on MYO7A immunoreactivity. Confocal images showed that hair cells were intact in all turns of 5-day-old WT and KO mice (Supplementary Figure 2). At 4 months of age, hair cells of *miR-29a*^+/+^ mice were intact in all regions (Figure 3A), however, significant loss of OHCs was observed in the basal and apical turns of *miR-29a^–/–^* mice (Figure 3B), and significant loss of IHCs was observed in the basal turns (Figure 3C).

**FIGURE 3:**
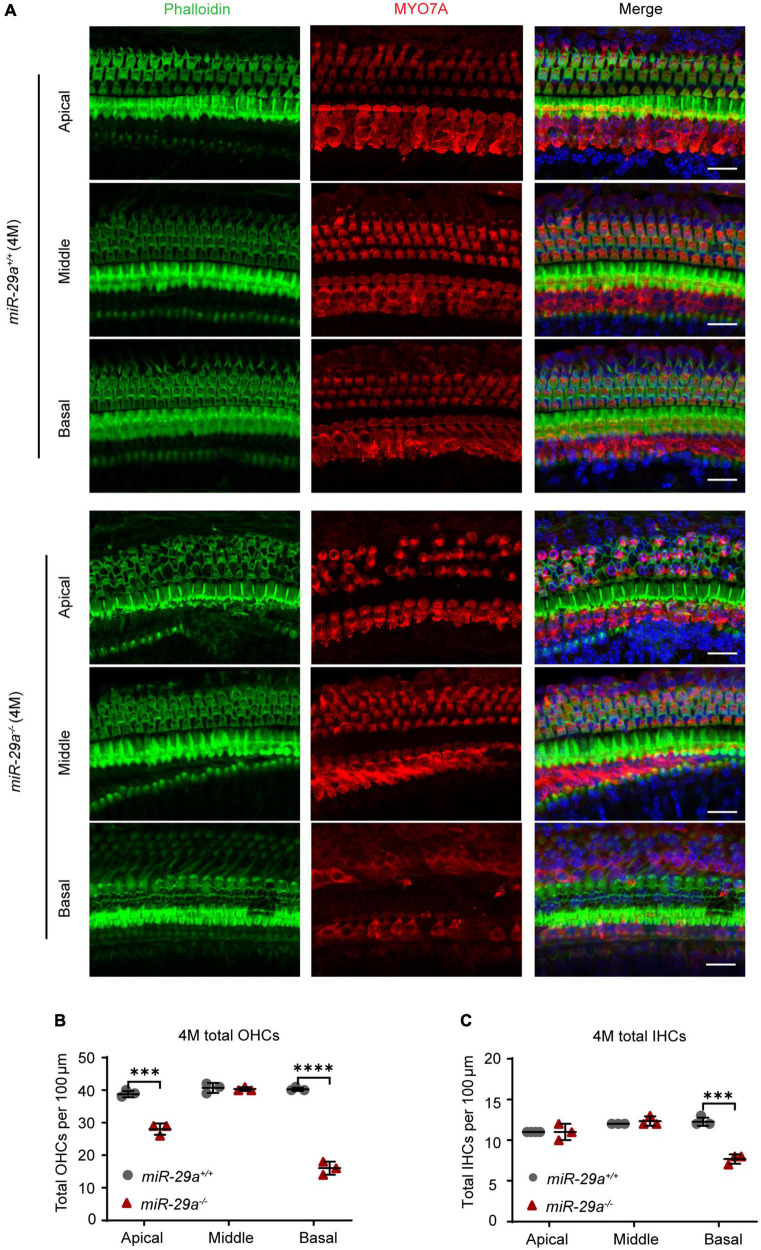
Hair cell loss in *miR-29a^–/–^* mice shown by confocal images. **(A)** *miR-29a*^+/+^ and *miR-29a^–/–^* mice display hair cell generation from the basal, middle, and apical regions of the cochlea at 4 months. Cochlear whole mounts labeled with phalloidin for filamentous actin (green), MYO7A for hair cells (red), and DAPI for nuclei (blue) are shown in confocal images. Scale bar = 20 μm. **(B)** Quantification of the total outer hair cell (OHCs) and inner hair cells (IHCs) **(C)** per 100 μm cochlear length at 4 months of age in *miR-29a^–/–^* and *miR-29a*^+/+^ mice [OHC: Apical, *t*_(4)_ = –9.526, *P* < 0.001; Middle, *t*_(4)_ = –0.354, *P* = 0.742; Basal, *t*_(4)_ = –20.247, *P* < 0.0001. IHC: Apical, *t*_(4)_ = 1.732, *P* = 0.158; Middle, *t*_(4)_ = 1.000, *P* = 0.374; Basal, *t*_(4)_ = –9.899, *P* < 0.001]. Data are shown as the mean ± SD, *n* = 3 biological replicates, ***P < 0.001 and ****P < 0.0001 between two groups.

We also assessed the structural integrity of cochlear stereocilia by SEM. The control *miR-29a*^+/+^ mice showed the normal morphology of stereociliary bundles at 4 months of age, which were neatly arranged on the top of hair cells, and no hair cells were lost. In contrast, the *miR-29a^–/–^* mice displayed stereocilia fusion, degeneration and loss of hair cells in the basal and apical regions, except in the middle regions where hair cells remained intact (Figures 4C, D). As shown in Figures 4A, E, the stereocilia of the surviving OHCs lost their characteristic W-shaped and well-organized staircase pattern. Stereocilia fusion and degeneration were evident in many hair cells of *miR-29a^–/–^* mice (Figures 4B, F). These results suggest that homozygous deletion of miR-29a resulted in stereocilia fusion and missing hair cells.

**FIGURE 4:**
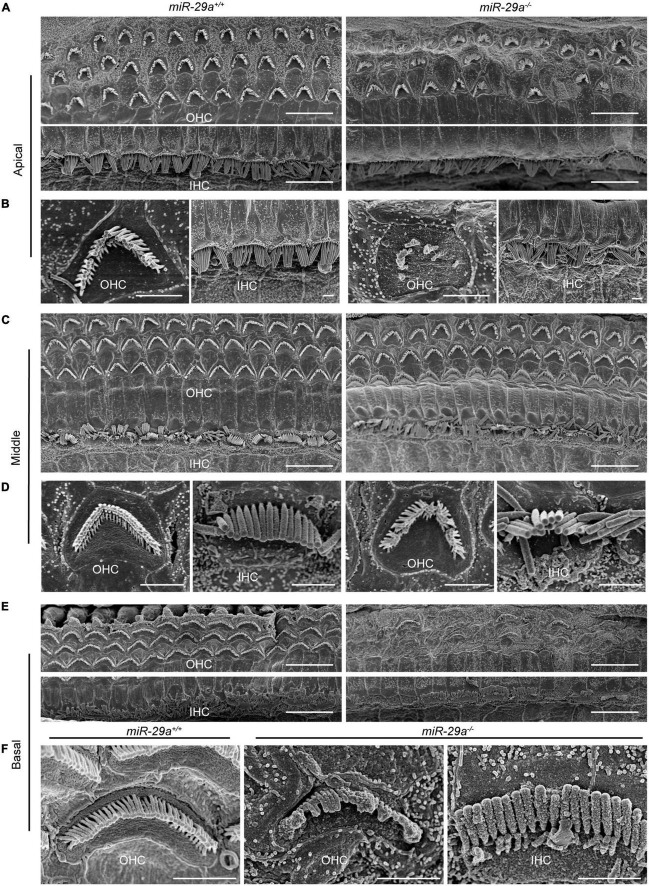
Representative images of the stereocilia of cochlear hair cells in *miR-29a*^+/+^ and *miR-29a^–/–^* mice shown by SEM. **(A–F)** *miR-29a*^+/+^ mice are on the left panels, and *miR-29a^–/–^* mice are on the right panels. **(A)** Global view of the apical region of the cochlea showing the presence of IHCs and OHCs in mice at 4 months of age. Scale bar = 10 μm. **(B)** Magnification images of OHCs and IHCs stereocilia in the cochlear apical region of *miR-29a*^+/+^ and *miR-29a^–/–^* mice. Scale bar = 2 μm. **(C)** Global view of the middle region of the cochlea showing the presence of IHCs and OHCs in mice at 4 months of age. Scale bar = 10 μm. **(D)** Magnification images of OHC and IHC stereocilia in the cochlear middle region of mice. Scale bar = 2 μm. **(E)** Global view of the basal region of the cochlea showing the presence of IHCs and OHCs in mice at 4 months of age. Scale bar = 10 μm. **(F)** Magnification images of OHC and IHC stereocilia in the cochlear basal region of mice. Scale bar = 2 μm. These images are representative images of five independent animals.

### MiR-29a regulates the expression of major ECM component genes

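Cochlear RNA from miR-29a WT and miR-29a KO mice was sequenced in 8 libraries, 4 per group, which are called WT1 to WT4 and KO1 to KO4 here. The libraries were strand-specific and made after ribosomal RNA had been removed. The authors mapped the paired-end reads to the mouse genome with Hisat2 and deposited FPKM (fragments per kilobase of transcript, scaled by the number of mapped fragments) for 21895 genes, in 1 column per library. The paper's text does not name the tool or the gene annotation that gave the FPKM. Figure 5 of the paper covers 3 libraries per group, WT1 to WT3 and KO1 to KO3, and the paper gives no reason for leaving out WT4 and KO4. Both the 6 libraries of Figure 5 and all 8 libraries were therefore analysed. The paper gives the age of the mice as 2 months, whereas the sample records give 21 days. The gene coordinates are those of GRCm38. Of the gene identifiers, 21760 were found in GENCODE mouse release 21, and 19771 had the same coordinates there. Of the listed genes, 21712 were annotated as protein-coding. The deleted miR-29a was not analysed here, so the genotype labels were not checked against it. FPKM carry no read counts, and the depth of each library is therefore unknown. From the most common ratio between libraries of values under 0.1 FPKM, which step with single fragments, the relative depth of the libraries was estimated at 0.946 to 1.16 of their median. The total FPKM ranged from 249221 to 288695. The 10 genes with the highest FPKM made up 17.6% of the total in WT1 and 8.50% to 10.9% in the other libraries. In WT1, 7.09% of the total came from Gm8797 alone, with an FPKM of 17875, whereas that gene took at most 0.0918% in any other library.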

To gain insight into what might explain the phenotype of miR-29a-deficiency in hearing loss, we performed RNA-seq on the cochlea of miR-29a KO and miR-29a WT mice. Compared with the WT group, the difference in mRNAs expression in KO group was statistically significant. 

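Expression was compared between libraries on the log2 scale after 0.1 was added to each FPKM, over genes with a mean FPKM of at least 0.5. Among the 6 libraries of Figure 5, 14956 genes passed this filter. Pearson's correlation across these genes, which are not independent replicates, was 0.950 to 0.957 between KO libraries, 0.722 to 0.916 between WT libraries and 0.821 to 0.919 between a KO and a WT library. The correlation of WT1 with KO1 was 0.919, whereas that of WT1 with WT3 was 0.722. The first principal component held 55.3% of the variance, with WT1 at 79.7, WT3 at -94.6 and the KO libraries between 11.2 and 29.3. The second component held 22.5% and ran from -41.0 to -10.2 in the KO libraries and from -8.03 to 55.8 in the WT libraries. Over all 8 libraries and 14990 genes, KO4 had a correlation of 0.963 with WT4 and 0.960 with WT2, against 0.924 to 0.946 with the other KO libraries.

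**Figure D1:**
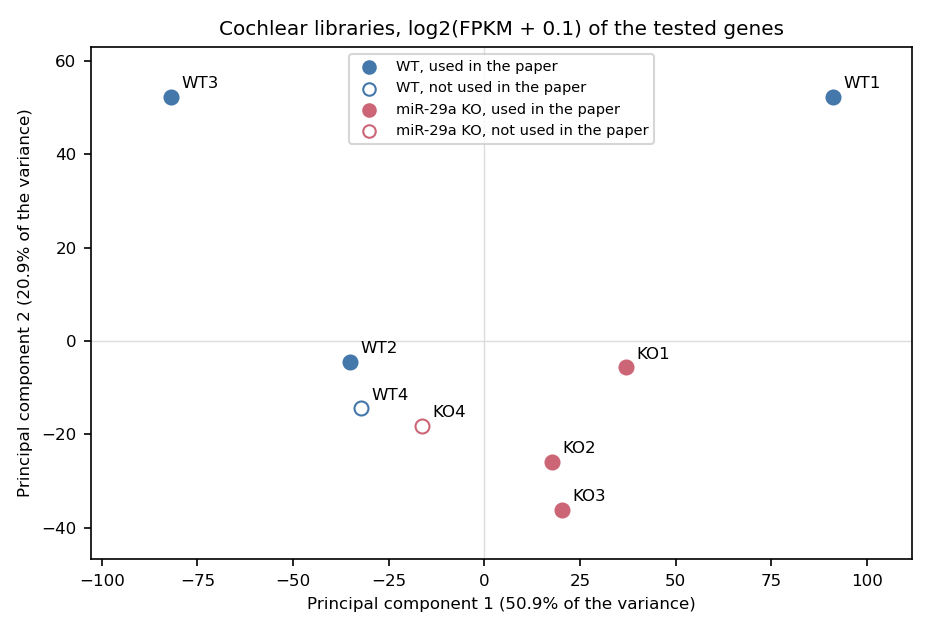
Position of the 8 cochlear libraries on the first principal component (x axis, 50.9% of the variance) and the second (y axis, 20.9%) of log2(FPKM + 0.1), with filled points for the libraries of Figure 5 and open points for WT4 and KO4. WT1 (91.0) and WT3 (-82.0) lie at the ends of the first component, and KO4 (-16.3) lies between WT4 (-32.2) and KO1 to KO3 (17.5 to 37.0). The second component does not part the genotypes here, since WT4 (-14.45) lies below KO1 (-5.59).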

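Each gene was tested between KO and WT with limma on log2(FPKM + 0.1), with genotype as the only factor. In the 6 libraries of Figure 5, 674 of 14956 tested genes (4.51%) had an unadjusted two-sided p-value under 0.05, of which 632 were higher and 42 were lower in KO. That threshold passes 748 of these genes by chance when no gene differs and genes are independent. With Benjamini-Hochberg adjustment, 1 gene had an adjusted p-value under 0.05. Over all 8 libraries, 767 of 14990 genes passed the unadjusted threshold, 691 higher and 76 lower, and 0 passed the adjusted one. Of these genes, 505 also passed in the 6 libraries. The median log2 fold change of all tested genes was 0.14 in the 6 libraries. After the libraries had been rescaled by the median of their gene-wise ratios, that median was 0.01, and 681 genes passed, 388 higher and 293 lower, so that the share of higher genes was 57.0% against 93.8% without rescaling. In the 8 libraries, the rescaled values gave 403 higher and 361 lower genes. With quantile normalization, 357 genes were higher and 484 were lower in the 6 libraries. Leaving out WT1 changed the number of genes most. The other 5 libraries of Figure 5 then gave 3067 genes, 2001 higher and 1066 lower, and 32 with an adjusted p-value under 0.05.

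WT and KO libraries carry the same replicate numbers, and the deviations of same-numbered libraries from their group means had a pooled correlation across genes of 0.143 in the 6 libraries and 0.145 in the 8 libraries. By number, the correlations were 0.244, -0.0439 and -0.00716 in the 6 libraries, and 0.419, -0.24, -0.17 and 0.21 in the 8 libraries. The pairing was thus not seen at every number. With the replicate number as a block, 756 genes passed the unadjusted threshold in the 6 libraries, 710 higher and 46 lower, and 838 passed in the 8 libraries, 738 higher and 100 lower. At the adjusted threshold, the block fits gave 1 gene in the 6 libraries and 0 genes in the 8 libraries. The KO and WT values did not overlap for 1618 genes (10.8%) in the 6 libraries, where chance gives 10%, and for 525 genes (3.5%) in the 8 libraries, where chance gives 2.86%. In simulated FPKM with the spread of the deposited libraries, 134 of 200 genes with a simulated log2 fold change of 2 passed the adjusted threshold at 3 libraries per group, and 160 of 200 passed at 4 per group.

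The gene past the adjusted threshold was Hist2h2aa1 (ENSMUSG00000064220), on chromosome 3 of GRCm38 from 96245497 to 96246082. Its FPKM was 62.6 ± 22.3 (SD, n = 3) in WT and 0.0296 ± 0.00827 (SD, n = 3) in KO. The limma log2 fold change was -8.86 (standard error 0.31, adjusted p = 0.000552). This value is uncertain, since 89.4% of the 50-base words of Hist2h2aa1 also occur in another gene, its FPKM in WT4 was 0.115, and the summed FPKM of Hist2h2aa1 and its near-identical copy Hist2h2aa2 was higher in KO by 1.38 on the log2 scale. The other genes with the largest decreases among those with separate groups and a mean FPKM of at least 1 were Gm15446, Gapdh, Clec3a and Rbm12b1, with log2 fold changes of -3.86, -2.78, -1.81 and -1.47. Of their 50-base words, 47.1% in Gm15446, 82.5% in Gapdh and 63.1% in Rbm12b1 are shared with other genes. For Clec3a (ENSMUSG00000008874), which shares 0 such words, FPKM was 4.37 ± 1.23 in WT and 1.16 ± 0.208 in KO (SD, n = 3), and the groups were also separate over the 8 libraries (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow). Clec3a was named for its separate groups in the 6 libraries, which are among these 8, so that p-value is not independent of the choice. The largest increases were those of Hist2h3c2 (4.42), Ucp1 (4.16), Hist1h2ae (4.05), Hist1h2ah (3.89) and Pomc (3.82), all as log2 fold changes. Over the 8 libraries, the KO and WT values of Ucp1, Pomc, Gapdh, Gm15446 and Rbm12b1 overlapped. Benjamini-Hochberg adjusted p-values from limma were between 0.172 and 0.981 for the genes named here other than Hist2h2aa1.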

There were a total of 2,103 differentially expressed mRNAs, of which 1,331 mRNAs were up-regulated and 772 mRNAs were down-regulated (Figures 5A, B). 

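GO annotations were not used here, and gene families of the terms in Figures 5C, D were listed by symbol before the FPKM were read. The families were set against all tested genes with Fisher's exact test, and with limma's camera, which allows for correlation between genes. In all, 17 families were tested. Of 114 tested ECM structural genes (collagens, laminins, elastin, fibrillins, proteoglycans and similar), 20 were differentially expressed in the 6 libraries, 19 higher and 1 lower in KO. The odds ratio was 4.62 (Fisher's exact test, two-sided p = 1.61e-07, Benjamini-Hochberg adjusted p = 1.37e-06), whereas camera gave p = 0.126 (adjusted p = 0.354). The median log2 fold change of the family was 0.40, with 91 of the 114 genes above 0, against a median of 0.14 over all genes. Over the 8 libraries, 24 of the 114 genes were differentially expressed, with an odds ratio of 5.07 (Fisher's exact test, p = 2.51e-09) and a camera p-value of 0.0825. With the replicate number as a block, the odds ratios were 4.33 in the 6 libraries and 6.81 in the 8 libraries. Without WT1, they were 2.20 and 2.53. Of 29 tested basement membrane genes, 2 were differentially expressed in the 6 libraries, both higher in KO. Their odds ratio was 1.57 (Fisher's exact test, p = 0.378), with a camera p-value of 0.511. Over the 8 libraries, 5 of the 29 were differentially expressed, with an odds ratio of 3.88 (Fisher's exact test, p = 0.0148). The camera p-value was 0.32 there.

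The ECM structural genes with the smallest p-values in the 6 libraries were Col3a1, Col5a1 and Fbn1. Col3a1 (ENSMUSG00000026043) had an FPKM of 26.2 ± 4.08 in WT and 59.8 ± 3.00 in KO (SD, n = 3). Its limma log2 fold change was 1.20 (standard error 0.18, adjusted p = 0.768). For Col5a1 (ENSMUSG00000026837) and Fbn1 (ENSMUSG00000027204), the log2 fold changes were 1.09 and 0.83, each with an adjusted p-value of 0.981. Tectb (ENSMUSG00000024979), the ECM structural gene that was lower in KO, had a log2 fold change of -1.41 and an adjusted p-value of 0.981. Over the 8 libraries, the WT and KO values of Col3a1, Col5a1 and Fbn1 remained separate, and those of Tectb overlapped.

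Among the collagen IV and laminin genes that the paper tests as miR-29a targets, Col4a1 (ENSMUSG00000031502) lies on chromosome 8 from 11198423 to 11312826 and had an FPKM of 15.5 ± 7.44 in WT and 39.9 ± 2.84 in KO (SD, n = 3). The log2 fold change of Col4a1 was 1.50 (standard error 0.42, limma adjusted p = 0.981), and it stayed between 1.01 and 1.78 when each library was left out in turn. For the neighbouring Col4a2 (ENSMUSG00000031503), FPKM was 9.33 ± 4.33 in WT and 23.6 ± 0.868 in KO (SD, n = 3), a log2 fold change of 1.46. The WT and KO values of Col4a1, Col4a2 and Lamc1 (ENSMUSG00000026478) did not overlap in the 6 or in the 8 libraries. Lamc1 had a log2 fold change of 0.42. For Col4a3, Col4a4, Col4a5 and Lamb2, the log2 fold changes were 0.50, 0.36, 0.30 and 0.27, and the groups overlapped. With median-ratio scaling, they were 0.38, 0.23, 0.16 and 0.13, and with quantile normalization 0.19, 0.12, 0.12 and 0.13. Those of Col4a1, Col4a2 and Lamc1 were 1.36, 1.32 and 0.28 with median-ratio scaling. WT1 had the lowest FPKM of the 8 libraries for each of these 7 genes, and without it the log2 fold changes of Col4a4 and Lamb2 in the 6 libraries were -0.07 and -0.12. The mean of log2(FPKM + 0.1) over the 7 genes was 3.10 ± 0.66 in WT and 3.79 ± 0.04 in KO (SD, n = 3; exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). In the 8 libraries, it was 3.15 ± 0.55 in WT and 3.81 ± 0.05 in KO (SD, n = 4; exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow). With same-numbered libraries taken as pairs, the exact permutation p-values were 0.25 and 0.125. Adjusted over these 7 genes alone, limma's p-value was under 0.05 for 2 genes in the 6 libraries and for 3 genes in the 8 libraries, and adjusted over all tested genes it was under 0.05 for 0 of them.

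**Figure D2:**
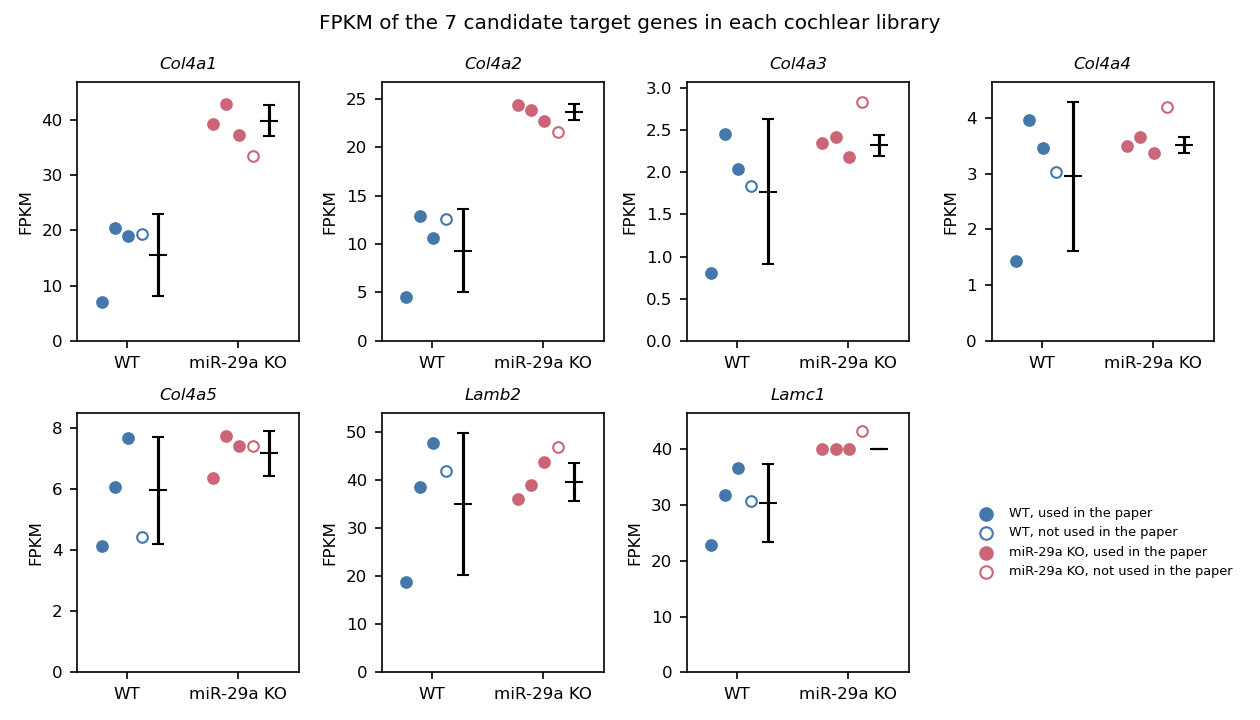
FPKM (y axis) of Col4a1, Col4a2, Col4a3, Col4a4, Col4a5, Lamb2 and Lamc1 in each WT and KO library, with filled points for the libraries of Figure 5, open points for WT4 and KO4, and the mean and SD of the 3 filled points beside each group. For Col4a1, the KO libraries lie between 33.5 and 43.0 and the WT libraries between 6.97 and 20.5.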

With *P* < 0.05 as the screening threshold, gene ontology (GO) enrichment analysis showed that differentially expressed mRNAs were highly correlated with terms related to ECM in both cell component and molecular function (Figure 5C). As shown in Figure 5D, with adjusted *P*-values < 0.05 as the screening threshold, the key signaling pathways enriched by Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis also contain ECM-related pathways.

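KEGG annotations were not used here, and the families below were likewise listed by symbol. Of 85 tested ECM-receptor genes (collagens, laminins, other matrix ligands, integrins and other receptors), 12 were differentially expressed in the 6 libraries and all 12 were higher in KO. The odds ratio was 3.53 (Fisher's exact test, two-sided p = 0.000409, adjusted p = 0.00174 over the 17 families) and the camera p-value was 0.174. Over the 8 libraries, the odds ratio was 2.78 (Fisher's exact test, p = 0.00394) and the camera p-value was 0.1. With the replicate number as a block, the odds ratios were 3.12 and 3.37. In the 6 libraries, rescaling by the median ratio gave an odds ratio of 2.19 (Fisher's exact test, p = 0.0583). The smallest p-values in this family were those of Col6a1, Comp and Col4a2, with log2 fold changes of 0.81, 1.87 and 1.46.

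The other families of Figures 5C, D were tested in the same way. Of 66 tested histone genes, 31 were differentially expressed in the 6 libraries, 30 higher and 1 lower in KO, with an odds ratio of 19.6 (Fisher's exact test, two-sided p = 1.37e-24) and a camera p-value of 0.108. Histone gene copies share sequence, and reads could be split between them in the FPKM. Besides Hist2h2aa1, the smallest p-values among the histone genes were those of Hist2h2aa2 (log2 fold change 2.29) and Hist2h2ac (2.33). Of 49 immune cell genes, 7 were differentially expressed and all 7 were higher in KO, with an odds ratio of 3.56 (Fisher's exact test, p = 0.00605) and a camera p-value of 0.208. Vpreb1, Igll1 and Il4ra had the smallest p-values among them, with log2 fold changes of 2.41, 2.99 and 0.63. Of the 50-base words of Vpreb1, 32.5% are shared with another gene. Of 77 DNA replication and cell cycle genes, 7 were differentially expressed, with an odds ratio of 2.13 (Fisher's exact test, p = 0.0866) and a camera p-value of 0.181. Cdkn2c, Rpa2 and Pold1 had the smallest p-values there, with log2 fold changes of 1.85, 0.84 and 1.10. Over the 8 libraries, the odds ratios were 20.6 for histone genes, 3.74 for immune cell genes and 4.18 for DNA replication and cell cycle genes, with Fisher's exact p-values of 9.27e-27, 0.00277 and 3.12e-05. With the replicate number as a block, these odds ratios were 18.4, 5.50 and 2.50 in the 6 libraries and 15.5, 3.93 and 2.25 in the 8 libraries. Fisher's exact test treats genes as independent, and no family had an adjusted camera p-value below 0.354 in the 6 libraries or 0.229 in the 8 libraries.

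The sequence pairing with the miR-29a seed, TGGTGCT, occurs in the longest annotated 3′-UTR of 2292 of the genes tested in the 6 libraries and is lacking in 12509. The median log2 fold change of the genes with the sequence exceeded that of the other genes by 0.0051 in the 6 libraries (p = 0.341 by permutation over 10000 random gene lists matched on mean expression). In the 8 libraries, the difference was 0.0118 (permutation over such lists, p = 0.0502), and with the replicate number as a block it was the same. Random lists matched on 3′-UTR length instead had a median difference of -0.047 in the 6 libraries and -0.036 in the 8 libraries. Against those lists, the permutation p-value was 0.0002 in both. These p-values treat genes as the replicates, and genes are not independent. Other splits of the libraries gave such shifts too. A shift as large in either direction was given by 7 of 10 splits of the 6 libraries, the split by genotype included. Of the splits of the 8 libraries, 22 of 35 gave one. The shift can therefore not be told apart from a chance difference between libraries. From the ECM terms found by both of its enrichment analyses, the paper reasons that the main differences between KO and WT cochleae were related to ECM, and it then takes collagen IV and laminin genes as candidate targets of miR-29a.

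**Figure D3:**
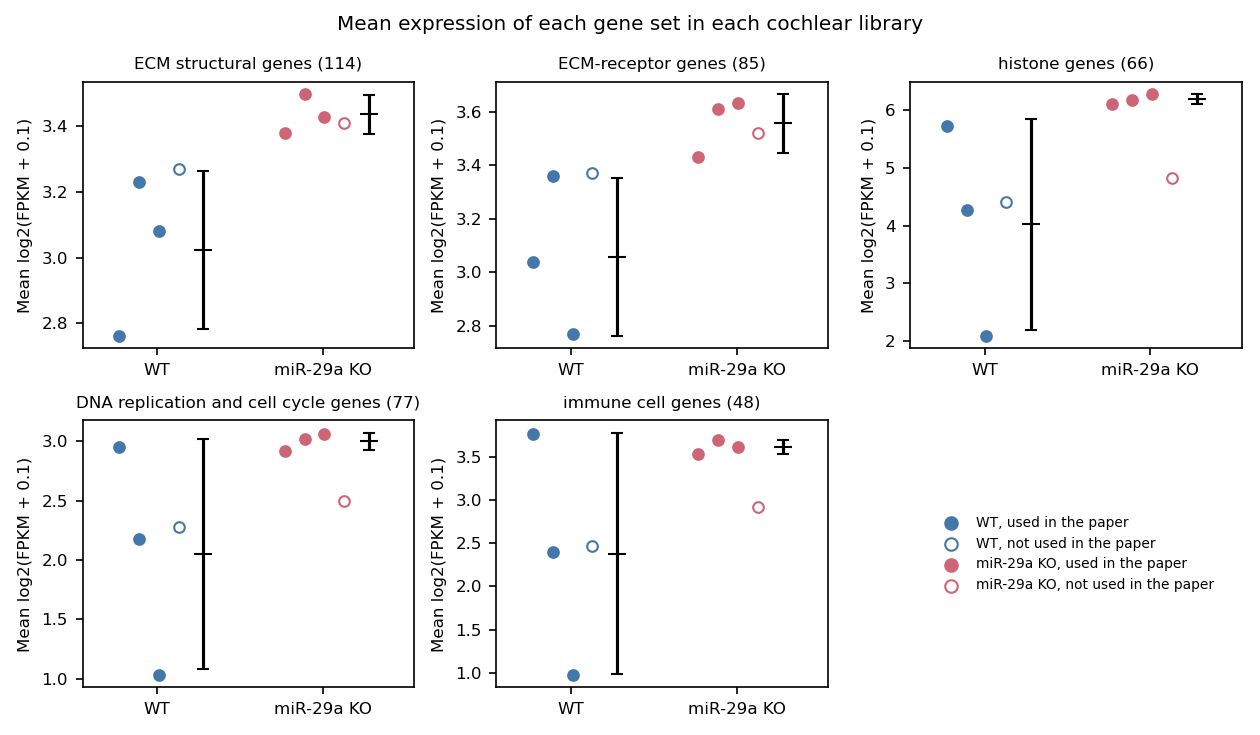
Mean log2(FPKM + 0.1) (y axis) of the tested genes of 5 families in each WT and KO library over all 8 libraries, with the number of genes in brackets, filled points for the libraries of Figure 5, open points for WT4 and KO4, and the mean and SD of the 3 filled points beside each group. For histone genes, KO1 to KO3 lie between 6.11 and 6.29, KO4 lies at 4.82, and the WT libraries run from 2.08 to 5.72.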

**FIGURE 5:**
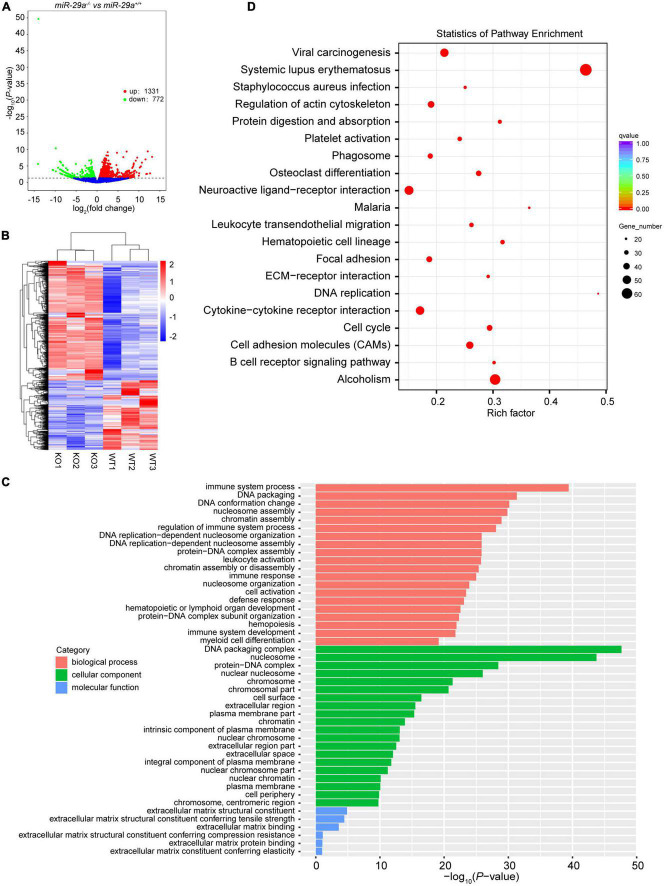
Transcriptome sequencing results of cochlea in *miR-29a*^+/+^ and *miR-29a^–/–^* mice. **(A)** Volcano plot of differentially expressed genes (miR-29a KO vs. WT). The *X*-axis is the log_2_Fold change value, and the *Y*-axis is the *P*-value. Genes with a *P*-value < 0.05 and | log_2_fold change| > 0 were considered as differentially expressed (*n* = 3 per group). **(B)** The clustering heat map of the differentially expressed mRNAs. **(C)** GO enrichment analysis of the differentially expressed genes. The *X*-axis is the *P*-value and the *Y*-axis is the GO term. **(D)** KEGG enrichment analysis was performed between miR-29a KO vs. WT. The top 20 significant pathways with adjusted *P*-values < 0.05 are shown.

We searched the target gene prediction website^1^ for predicted target genes of miR-29a and found that the major ECM component genes *Col4a1*, *Col4a2*, *Col4a3*, *Col4a4*, *Col4a5*, *Lamb2*, and *Lamc1* are all target gene candidates. To verify whether the expression of these seven targets was directly regulated by miR-29a, we used dual-luciferase reporter assays based on luciferase constructs harboring WT or mutated (MT) miR-29a miRNA response element (MRE) sequences in the 3′-UTR. HEK293T cells were transfected with Col4a1-3′-UTR-WT and Col4a1-3′-UTR-MT after control or mmu-miR-29a mimic treatment. The statistical analysis indicated that the luciferase activity decreased in the Col4a1-3′-UTR-WT + miR-29a mimic group compared with the control Col4a1-3′-UTR-WT group [paired *t*-test, *t*_(3)_ = −8.312, *P* = 0.004], while the luciferase activity exhibited no significant difference between the control Col4a1-3′-UTR-MT and Col4a1-3′-UTR-MT + miR-29a mimic groups [paired *t*-test, *t*_(3)_ = 0.875, *P* = 0.446] (Figure 6A). All six other target genes were also verified in the same way, and the significant differences were consistent with the Col4a1 results. Overexpression of mmu-miR-29a significantly inhibited the expression of the reporter gene containing the WT 3′-UTR of the target gene [paired *t*-test, UTR-mCol4a2 WT, *t*_(3)_ = −4.239, *P* = 0.024; UTR-mCol4a3 WT, *t*_(3)_ = −20.931, *P* < 0.001; UTR-mCol4a4 WT, *t*_(3)_ = −17.998, *P* < 0.001; UTR-mCol4a5 WT, *t*_(3)_ = −13.117, *P* < 0.001; UTR-mLamb2 WT, *t*_(3)_ = −17.079, *P* < 0.001; UTR-mLamc1 WT, *t*_(3)_ = −6.581, *P* = 0.007], whereas it had no significant effect on the reporter gene containing mutated mmu-miR-29a binding sites [paired *t*-test, UTR-mCol4a2 MT, *t*_(3)_ = 1.804, *P* = 0.169; UTR-mCol4a3 MT, *t*_(3)_ = −0.666, *P* = 0.553; UTR-mCol4a4 MT, *t*_(3)_ = 1.933, *P* = 0.149; UTR-mCol4a5 MT, *t*_(3)_ = −0.714, *P* = 0.527; UTR-mLamb2 MT, *t*_(3)_ = −1.785, *P* = 0.172; UTR-mLamc1 MT, *t*_(3)_ = 3.735, *P* = 0.033], as shown in Figures 6B–G.

**FIGURE 6:**
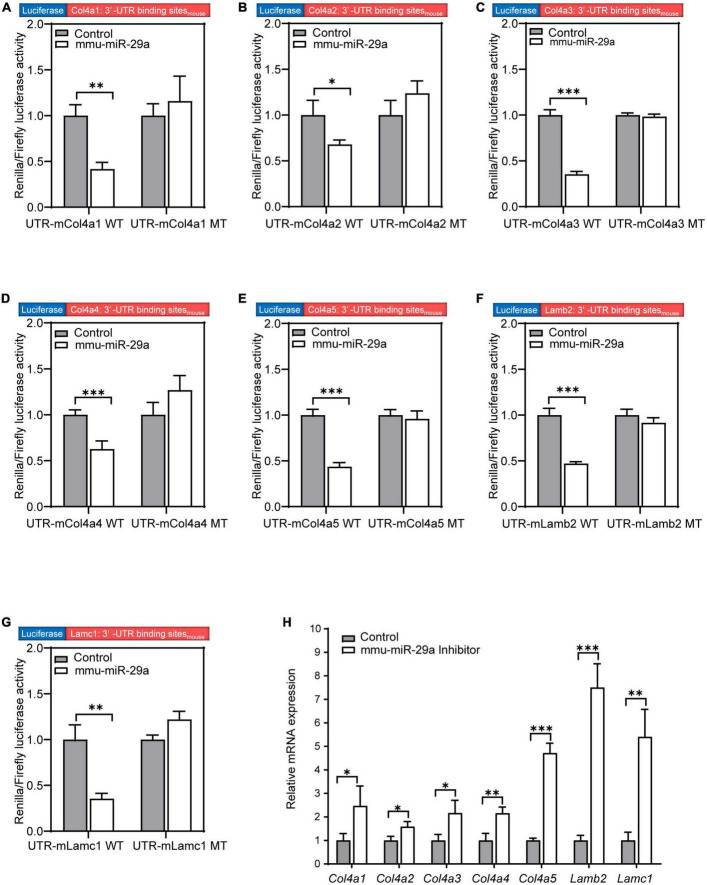
MiR-29a regulation of target gene expression in cell lines. **(A–G)** The Renilla/firefly luciferase activity measured in HEK293T cells of the wild-type (WT) psiCHECK2-Col4a1:3′-UTR binding site_mouse_ and mutant psiCHECK2-Col4a1:3′-UTR binding site_mouse_ cotransfected without (control) or with mmu-miR-29a mimics **(A)**. **(B)** WT or mutant psiCHECK2-Col4a2:3′-UTR binding site_mouse_ and without or with mmu-miR-29a mimics. **(C)** WT or mutant psiCHECK2-Col4a3:3′-UTR binding site_mouse_ and without or with mmu-miR-29a mimics. **(D)** WT or mutant psiCHECK2-Col4a4:3′-UTR binding site_mouse_ and without or with mmu-miR-29a mimics. **(E)** WT or mutant psiCHECK2-Col4a5:3′-UTR binding site_mouse_ and without or with mmu-miR-29a mimics. **(F)** WT or mutant psiCHECK2-Lamb2:3′-UTR binding site_mouse_ and without or with mmu-miR-29a mimics. **(G)** WT or mutant psiCHECK2-Lamc1:3′-UTR binding site_mouse_ and without or with mmu-miR-29a mimics. **(H)** Relative mRNA expression levels in HEI-OC1 cells transfected with mmu-miR-29a inhibitors. All data are shown as the mean ± SD, *n* = 4 biological replicates, statistical analysis was performed by paired *t*-test **(A–G)** and independent *t*-test **(H)**, where *P* < 0.05 was considered significant (*P < 0.05, **P < 0.01, and ***P < 0.001).

To further verify the results, we used qRT-PCR to measure the mRNA expression levels of these target genes after the transfection of miR-29a inhibitors into HEI-OC1 cells. Compared with those of the control group, the mRNA expression levels of these seven targets in HEI-OC1 cells were significantly increased after miR-29a inhibitor treatment [Figure 6H, independent *t*-test, Col4a1, *t*_(4)_ = 2.834, *P* = 0.047; Col4a2, *t*_(4)_ = 3.633, *P* = 0.022; Col4a3, *t*_(4)_ = 3.632, *P* = 0.028; Col4a4, *t*_(4)_ = 5.000, *P* = 0.007; Col4a5, *t*_(4)_ = 14.989, *P* < 0.001; Lamb2, *t*(_4_) = 10.909, *P* < 0.001; Lamc1, *t*_(4)_ = 6.227, *P* = 0.003, all *P* < 0.05]. These results suggest that the expression of these seven genes is directly regulated by miR-29a.

### Increased ECM gene expression in the cochlea of miR-29a knockout mice

To examine the expression of the above validated target genes in the miR-29a KO mice, we performed Western blot, qRT-PCR and immunofluorescence analyses in the *miR-29a*^+/+^ and *miR-29a^–/–^* mice. Western blot analysis showed that the protein expression levels of COL4A1 (Figure 7A), COL4A2 (Figure 7B), COL4A3 (Figure 7C), COL4A4 (Figure 7D), COL4A5 (Figure 7E), LAMB2 (Figure 7F), and LAMC1 (Figure 7G) were significantly increased in the *miR-29a^–/–^* mice compared with the *miR-29a*^+/+^ mice.

**FIGURE 7:**
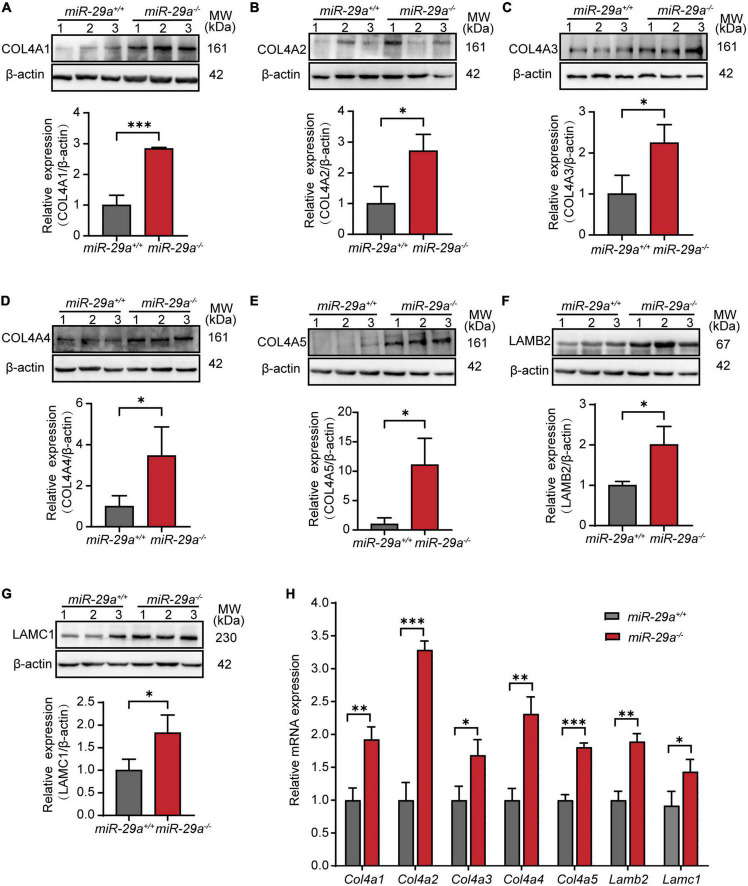
MiR-29a regulation of target gene expression in cochlea from *miR-29a*^+/+^ and *miR-29a^–/–^* mice. **(A–G)** With β-actin as a control, COL4A1, COL4A2, COL4A3, COL4A4, COL4A5, LAMB2, and LAMC1 protein levels in cochlea were analyzed by Western blot. The independent *t*-test was used to compare data between two groups [COL4A1, *t*_(4)_ = 9.920, *P* < 0.001; COL4A2, *t*_(4)_ = 3.847, *P* = 0.018; COL4A3, *t*_(4)_ = 3.389, *P* = 0.028; COL4A4, *t*_(4)_ = 2.842, *P* = 0.047; COL4A5, *t*_(4)_ = 3.782, *P* = 0.019; LAMB2, *t*_(4)_ = 3.915, *P* = 0.017; LAMC1, *t*_(4)_ = 3.088, *P* = 0.037]. **(H)** The mRNA expression levels of target genes as measured by qRT-PCR [independent *t*-test, Col4a1, *t*_(4)_ = 6.050, *P* = 0.004; Col4a2, *t*_(4)_ = 13.145, *P* < 0.001; Col4a3, *t*_(4)_ = 3.735, *P* = 0.02; Col4a4, *t*_(4)_ = 7.238, *P* = 0.002; Col4a5, *t*_(4)_ = 13.141, *P* < 0.001; Lamb2, *t*_(4)_ = 8.529, *P* = 0.001; Lamc1, *t*_(4)_ = 3.126, *P* = 0.035]. All data are shown as the mean ± SD, *n* = 3 biological replicates, *P < 0.05, **P < 0.01, and ***P < 0.001 between two groups.

Moreover, in our study, the mRNA expression levels of *Col4a1*, *Col4a2*, *Col4a3*, *Col4a4*, *Col4a5*, *Lamb2*, and *Lamc1* were much higher in cochlea from the miR-29a*^–/–^* mice than in those from the control littermates (Figure 7H).

We selected Col4a1 and Lamb2 as representative genes to record immunoreactivity from cochlear frozen sections. Immunofluorescence staining of frozen sections revealed intense COL4A1 and LAMB2 staining on the BM (Figure 8A). The mean fluorescence intensities of COL4A1 (Figure 8B) and LAMB2 (Figure 8C) in the *miR-29a^–/–^* mice were both significantly higher than those in the *miR-29a*^+/+^ mice. These results demonstrated that loss of miR-29a significantly enhances the expression of these target genes on the BM. Collagen and laminin are major ECM components that collectively form the BM (Subramanian et al., 2018). This finding prompted us to speculate that homozygous deletion of miR-29a might lead to changes in the cochlear BM.

**FIGURE 8:**
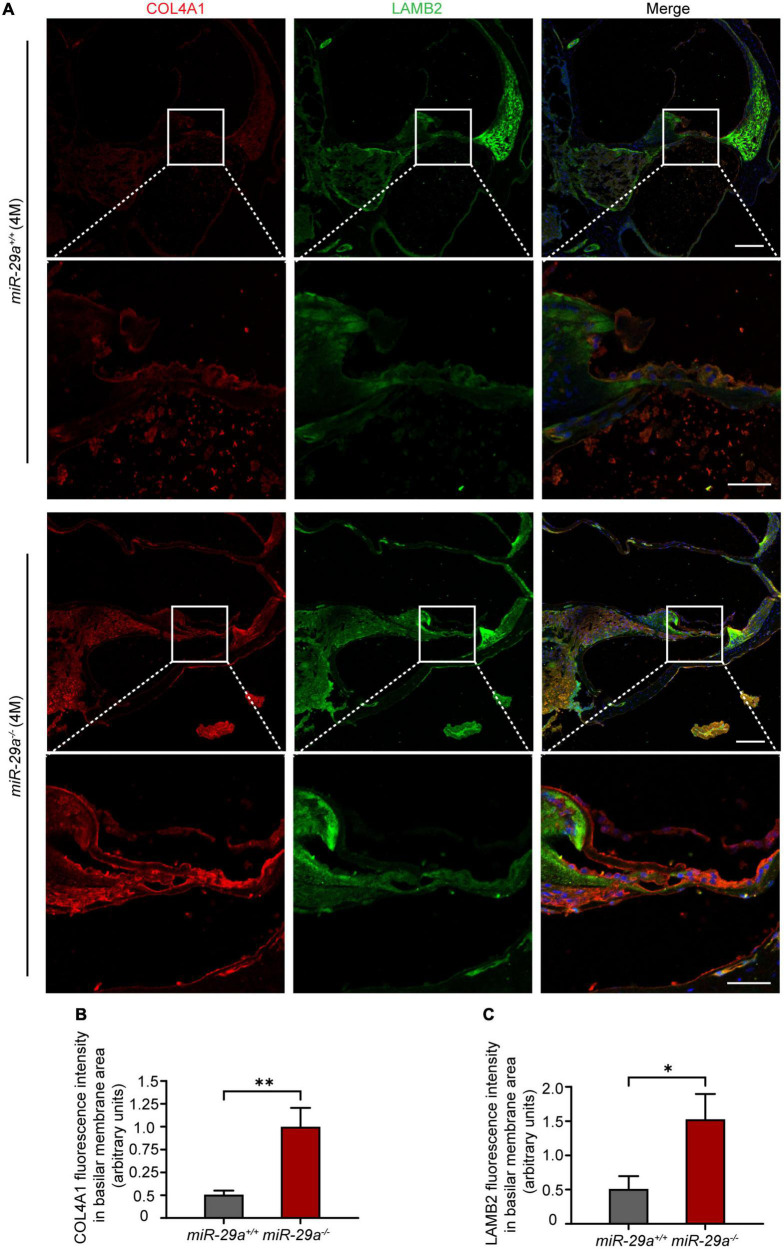
Specific expression of COL4A1 and LAMB2 in the basilar membrane (BM) area. **(A)** Double immunostaining for COL4A1 (red) and LAMB2 (green) in cochlear frozen sections from *miR-29a*^+/+^ and *miR-29a^–/–^* mice at 4 months. Nuclei were visualized by DAPI (blue). Scale bar = 100 μm for global images, scale bar = 50 μm for higher magnification. **(B,C)** Quantification of COLA1 and LAMB2 immunofluorescence in the BM area [independent *t*-test, COL4A1, *t*_(4)_ = 5.867, *P* = 0.004; Lamb2, *t*_(4)_ = 4.143, *P* = 0.014]. Data are shown as the mean ± SD, *n* = 3 biological replicates, *P < 0.05 and **P < 0.01 between two groups.

### MiR-29a deficiency leads to thickening of the BM

To investigate whether there are changes in the structure of the BM, we examined the ultrastructure of cochlea from the *miR-29a*^+/+^ and *miR-29a^–/–^* mice by TEM. TEM showed pronounced thickening of the BM in the basal turn from the *miR-29a^–/–^* cochlea (Figures 9A, B). In addition, there were more collagen fibers in the BM beneath the outer pillar cells (Figure 9C) and Deiters’ cells (Figure 9D). In summary, mice with miR-29a deficiency showed alterations in thickness in the cochlear BM.

**FIGURE 9:**
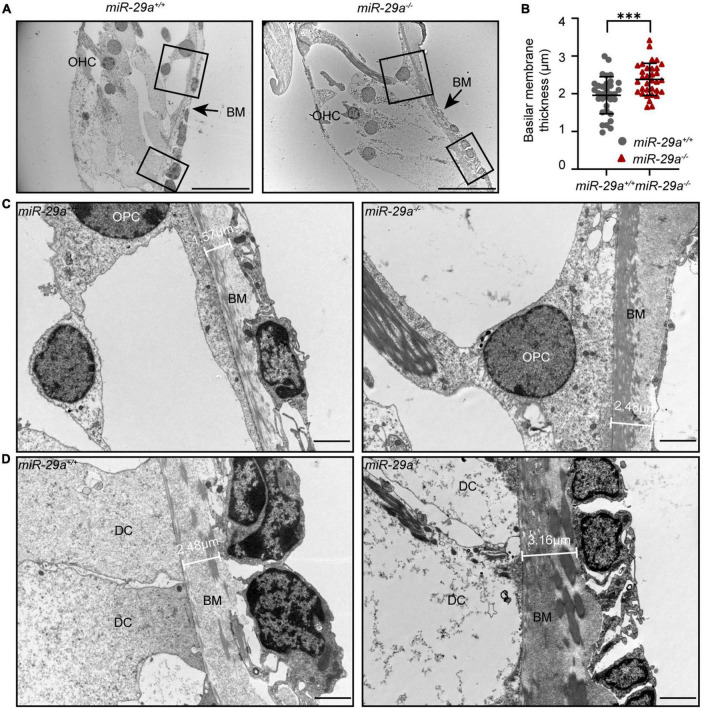
The thickness of the BM in the basal turn portrayed with TEM. **(A)** Radial section of the BM in the basal turn (high-frequency region) of cochlea from *miR-29a*^+/+^ and *miR-29a^–/–^* mice at 4 months. Scale bar = 20 μm. **(B)** Quantification of BM thickness [*n* = 3 independent animals and 10 images per group, independent *t*-test, *t*_(64)_ = 3.715, *P* = 0.0004, and ***P < 0.001]. **(C,D)** Framed area in panel **(A)** is shown at higher magnification. *miR-29a*^+/+^ mice are shown in the left panels, and *miR-29a^–/–^* mice are shown in the right panels. **(C)** BM thickness beneath outer pillar cells. Scale bar = 2 μm. **(D)** BM thickness beneath Deiters cells. Scale bar = 2 μm. BM, basilar membrane; OHC, outer hair cell; OPC, outer pillar cell; DC, Deiters’ cell.

## Discussion

Hundreds of miRNAs were reported to be specifically expressed in the inner ear and can affect auditory function (Weston et al., 2006; Friedman et al., 2009; Elkan-Miller et al., 2011; Rudnicki and Avraham, 2012; Ushakov et al., 2013). However, the role of miR-29a in the cochlea is unknown and needs to be further studied and clarified. In this study, our data showed that miR-29a was expressed in the organ of Corti in the cochlea, and homozygous deletion of miR-29a in C57BL/6 mice caused progressive hearing loss and thickening of the cochlear BM.

Auditory brainstem response tests show that hearing loss in the miR-29a KO mice started with high frequencies and progressed to the middle and lower frequencies with age. This finding is consistent with the characteristics of ARHL (Bainbridge et al., 2011). ARHL occurs in most mammalian species and is closely associated with degenerative changes in auditory sensory cells, especially OHCs (Fu et al., 2021). Since ARHL is characterized by pronounced high-frequency hearing loss, it is generally accepted that the loss of sensory cells in the basal turn is the major cochlear pathology of aging (Keithley, 2020). However, Bredberg (1968) performed a detailed analysis of OHCs in 125 cochleae from 78 individuals, and his experiments documented OHC degeneration in both the basal turn and the apical turn of the cochlea. Another quantitative study of cochlear sensory cell loss in elderly individuals also confirmed that the degeneration of auditory sensory cells in humans, especially OHCs, begins in the basal turn and the apical turn (Wu et al., 2019). Consistent with these studies, we observed hair cells under a confocal laser scanning microscope and stereocilia bundles using a scanning electron microscope. We found that miR-29a-deficient mice showed more severe loss of OHCs and degeneration of stereocilia bundles in the basal and apical turns of the cochlea. Therefore, *miR-29a^–/–^* mice may serve as a potential animal model for the study of ARHL.

The mammalian inner ear is rich in basement membranes (White et al., 2022). There is a continuous layer of basement membrane in the cochlea that begins at the limbus, passes through the BM, and extends up to the spiral prominence (Cosgrove et al., 1998). Changes in basement membranes are thought to mediate the pathology of hearing impairment, including Alport syndrome and ARHL (Calzada et al., 2012; Meehan et al., 2016). Alport syndrome is an inherited disorder characterized by progressive glomerulonephritis with high-frequency hearing loss (Gratton et al., 2005). The pathogenesis of the inner ear in Alport syndrome was reported to be associated with thickening of the basement membrane (Cosgrove et al., 1998). Significant thickening of the basement membrane was observed in the inner ear of gerbils with an age-dependent decline in auditory function (Sakaguchi et al., 1997). Here, we found that the BM in the basal turns of the cochlea was significantly thickened in homozygous deletion miR-29a mice under TEM. Our data further indicate that thickening of the BM is closely related to hearing loss.

In addition to its well-recognized role as a structural support, the ECM is important for the homeostasis of adjacent cells in the body and is involved in many important functions (Birch, 2018). Basement membranes are highly specialized ECMs (Miner, 1999; Kruegel and Miosge, 2010; Mao et al., 2015; Wilson et al., 2020). Collagen IV and laminins are the core components of all basement membranes, including the BM (Cosgrove et al., 1996; Mak and Mei, 2017; Pozzi et al., 2017; Motta et al., 2019), and they are responsible for the strength and integrity of the basement membrane (Parkin et al., 2011). In this study, we validated several genes encoding collagen IV and laminins as direct targets of miR-29a-3p, including *Col4a1*, *Col4a2*, *Col4a3*, *Col4a4*, *Col4a5*, *Lamb2*, and *Lamc1*, by dual-luciferase reporter assays and qPCR. More importantly, the expression levels of these seven targets were significantly increased in the *miR-29a^–/–^* cochlea. Our *in situ* hybridization experiment showed that miR-29a was expressed in most parts of the cochlea, and the abnormalities we observed in the *miR-29a^–/–^* mice, including loss of hair cells, thinning stria vascularis and loss of SGNs, were likely due to the upregulation of these target genes. These results suggest that miR-29a plays an important role in maintaining the structural integrity of BM by regulating the synthesis of its core components collagen IV and laminins.

In summary, miR-29a-deficiency causes progressive hearing loss, which can be explained by the upregulated collagen IV and laminin leading to thickening of the BM, ultimately resulting in the loss of sensory hair cells. However, the exact molecular mechanisms by which thickening BMs lead to the loss of OHCs need further study. Overall, this study revealed a previously undescribed function and an important regulatory role for miR-29a in hearing loss. Our experiments also offer good evidence to suggest that miR-29a might be developed into a candidate therapeutic target for ARHL caused by BM changes.

## Data availability statement

The data presented in this study are deposited in the NCBI’s Gene Expression Omnibus (GEO) repository, accession number: GSE228284.

## Ethics statement

This animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Binzhou Medical University.

## Author contributions

PM and SW performed the animal characterization and *in vitro* studies. YD, THZ, BL, and TZ performed the histologic analysis. ML and DX performed the mice genotyping. QZ, RG, and YG designed and supervised the study. PM analyzed the data and wrote the manuscript. All authors read and approved the final manuscript, and contributed to the study conception and design.

## References

[B1] BainbridgeK. E.HoffmanH. J.CowieC. C. (2011). Risk factors for hearing impairment among U.S. adults with diabetes: National Health and Nutrition Examination Survey 1999-2004. *Diabetes Care* 34 1540–1545. 10.2337/dc10-2161 21593298PMC3120175

[B2] BirchH. L. (2018). Extracellular matrix and ageing. *Subcell Biochem.* 90 169–190. 10.1007/978-981-13-2835-0_7 30779010

[B3] BoonR. A.SeegerT.HeydtS.FischerA.HergenreiderE.HorrevoetsA. (2011). MicroRNA-29 in aortic dilation: implications for aneurysm formation. *Circ. Res.* 109 1115–1119. 10.1161/CIRCRESAHA.111.255737 21903938

[B4] BredbergG. (1968). Cellular pattern and nerve supply of the human organ of Corti. *Acta Otolaryngol.* 236:231.4886545

[B5] CalzadaA. P.LopezI. A.Beltran ParrazalL.IshiyamaA.IshiyamaG. (2012). Cochlin expression in vestibular endorgans obtained from patients with Meniere’s disease. *Cell Tissue Res.* 350 373–384. 10.1007/s00441-012-1481-x 22992960PMC4420027

[B6] ChengC.WangY.GuoL.LuX.ZhuW.MuhammadW. (2019). Age-related transcriptome changes in Sox2+ supporting cells in the mouse cochlea. *Stem Cell Res. Ther.* 10:365. 10.1186/s13287-019-1437-0 31791390PMC6889721

[B7] CosgroveD.SamuelsonG.MeehanD. T.MillerC.McGeeJ.WalshE. (1998). Ultrastructural, physiological, and molecular defects in the inner ear of a gene-knockout mouse model for autosomal Alport syndrome. *Hear. Res.* 121 84–98. 10.1016/s0378-5955(98)00069-0 9682811

[B8] CosgroveD.SamuelsonG.PinntJ. (1996). Immunohistochemical localization of basement membrane collagens and associated proteins in the murine cochlea. *Hear. Res.* 97 54–65.8844186

[B9] DooleyJ.LagouV.Garcia-PerezJ. E.HimmelreichU.ListonA. (2017). miR-29a-deficiency does not modify the course of murine pancreatic acinar carcinoma. *Oncotarget* 8 26911–26917. 10.18632/oncotarget.15850 28460473PMC5432306

[B10] Elkan-MillerT.UlitskyI.HertzanoR.RudnickiA.DrorA.LenzD. (2011). Integration of transcriptomics, proteomics, and microRNA analyses reveals novel microRNA regulation of targets in the mammalian inner ear. *PLoS One* 6:e18195. 10.1371/journal.pone.0018195 21483685PMC3071727

[B11] FangQ. J.WuF.ChaiR.ShaS. (2019). Cochlear Surface Preparation in the Adult Mouse. *J. Vis. Exp*. 153:10.3791/60299. 10.3791/60299 31762458PMC7217453

[B12] FriedmanL. M.DrorA. A.MorE.TenneT.TorenG.SatohT. (2009). MicroRNAs are essential for development and function of inner ear hair cells in vertebrates. *Proc. Natl. Acad. Sci. U. S. A.* 106 7915–7920. 10.1073/pnas.0812446106 19416898PMC2683084

[B13] FuX.AnY.WangH.LiP.LinJ.YuanJ. (2021). Deficiency of Klc2 Induces Low-Frequency Sensorineural Hearing Loss in C57BL/6 J Mice and Human. *Mol. Neurobiol.* 58 4376–4391. 10.1007/s12035-021-02422-w 34014435

[B14] FuX.LiP.ZhangL.SongY.AnY.ZhangA. (2022). Activation of Rictor/mTORC2 signaling acts as a pivotal strategy to protect against sensorineural hearing loss. *Proc. Natl. Acad. Sci. U. S. A.* 119:e2107357119. 10.1073/pnas.2107357119 35238644PMC8917383

[B15] Fuentes-SantamariaV.AlvaradoJ. C.MelladoS.Melgar-RojasP.Gabaldón-UllM.Cabanes-SanchisJ. (2022). Age-Related Inflammation and Oxidative Stress in the Cochlea Are Exacerbated by Long-Term, Short-Duration Noise Stimulation. *Front. Aging Neurosci.* 14:853320. 10.3389/fnagi.2022.853320 35450058PMC9016828

[B16] GrattonM. A.RaoV. H.MeehanD. T.AskewC.CosgroveD. (2005). Matrix metalloproteinase dysregulation in the stria vascularis of mice with Alport syndrome: implications for capillary basement membrane pathology. *Am. J. Pathol.* 166 1465–1474. 10.1016/S0002-9440(10)62363-2 15855646PMC1606400

[B17] GuoL.HuangX.LiangP.ZhangP.ZhangM.RenL. (2018). Role of XIST/miR-29a/LIN28A pathway in denatured dermis and human skin fibroblasts (HSFs) after thermal injury. *J. Cell Biochem.* 119 1463–1474. 10.1002/jcb.26307 28771809

[B18] HanZ.ZhangT.HeY.LiG.LiG.JinX. (2018). Inhibition of prostaglandin E2 protects abdominal aortic aneurysm from expansion through regulating miR-29b-mediated fibrotic ECM expression. *Exp. Ther. Med.* 16 155–160. 10.3892/etm.2018.6160 29896234PMC5995085

[B19] HeZ. H.LiM.FangQ. J.LiaoF.ZouS.WuX. (2021). FOXG1 promotes aging inner ear hair cell survival through activation of the autophagy pathway. *Autophagy* 17 4341–4362. 10.1080/15548627.2021.1916194 34006186PMC8726647

[B20] HeZ. H.ZouS. Y.LiM.LiaoF.WuX.SunH. (2020). The nuclear transcription factor FoxG1 affects the sensitivity of mimetic aging hair cells to inflammation by regulating autophagy pathways. *Redox. Biol.* 28:101364. 10.1016/j.redox.2019.101364 31731101PMC6920089

[B21] HoritaM.FarquharsonC.StephenL. A. (2021). The role of miR-29 family in disease. *J. Cell Biochem.* 122 696–715. 10.1002/jcb.29896 33529442PMC8603934

[B22] HubmacherD.ApteS. S. (2013). The biology of the extracellular matrix: novel insights. *Curr. Opin. Rheumatol.* 25 65–70. 10.1097/BOR.0b013e32835b137b 23143224PMC3560377

[B23] JiangP.MaX.HanS.MaL.AiJ.WuL. (2022). Characterization of the microRNA transcriptomes and proteomics of cochlear tissue-derived small extracellular vesicles from mice of different ages after birth. *Cell Mol. Life Sci.* 79:154. 10.1007/s00018-022-04164-x 35218422PMC11072265

[B24] KeithleyE. M. (2020). Pathology and mechanisms of cochlear aging. *J. Neurosci. Res.* 98 1674–1684. 10.1002/jnr.24439 31066107PMC7496655

[B25] KimT. S.ChungJ. W. (2019). Associations of Dietary Riboflavin, Niacin, and Retinol with Age-related Hearing Loss: An Analysis of Korean National Health and Nutrition Examination Survey Data. *Nutrients* 11:896. 10.3390/nu11040896 31010085PMC6520829

[B26] KruegelJ.MiosgeN. (2010). Basement membrane components are key players in specialized extracellular matrices. *Cell Mol. Life Sci.* 67 2879–2895. 10.1007/s00018-010-0367-x 20428923PMC2921489

[B27] LewisM. A.QuintE.GlazierA. M.FuchsH.De AngelisM.LangfordC. (2009). An ENU-induced mutation of miR-96 associated with progressive hearing loss in mice. *Nat. Genet.* 41 614–618. 10.1038/ng.369 19363478PMC2705913

[B28] LiuX. Z.YanD. (2007). Ageing and hearing loss. *J. Pathol.* 211 188–197. 10.1002/path.2102 17200945

[B29] LyuA. R.KimT. H.ParkS. J.ShinS.JeongS.YuY. (2020). Mitochondrial Damage and Necroptosis in Aging Cochlea. *Int. J. Mol. Sci.* 21:2505. 10.3390/ijms21072505 32260310PMC7177801

[B30] MaR.WangM.GaoS.ZhuL.YuL.HuD. (2020). miR-29a Promotes the Neurite Outgrowth of Rat Neural Stem Cells by Targeting Extracellular Matrix to Repair Brain Injury. *Stem Cells Dev.* 29 599–614. 10.1089/scd.2019.0174 31885334

[B31] MakK. M.MeiR. (2017). Basement Membrane Type IV Collagen and Laminin: An Overview of Their Biology and Value as Fibrosis Biomarkers of Liver Disease. *Anat. Rec.* 300 1371–1390. 10.1002/ar.23567 28187500

[B32] MaoM.AlaviM. V.Labelle-DumaisC.GouldD. (2015). Type IV Collagens and Basement Membrane Diseases: Cell Biology and Pathogenic Mechanisms. *Curr. Top. Membr.* 76 61–116. 10.1016/bs.ctm.2015.09.002 26610912

[B33] MeehanD. T.DelimontD.DufekB.ZallocchiM.PhillipsG.GrattonM. (2016). Endothelin-1 mediated induction of extracellular matrix genes in strial marginal cells underlies strial pathology in Alport mice. *Hear. Res.* 341 100–108. 10.1016/j.heares.2016.08.003 27553900PMC5086449

[B34] MenciaA.Modamio-HoybjorS.RedshawN.MorínM.Mayo-MerinoF.OlavarrietaL. (2009). Mutations in the seed region of human miR-96 are responsible for nonsyndromic progressive hearing loss. *Nat. Genet.* 41 609–613. 10.1038/ng.355 19363479

[B35] MinerJ. H. (1999). Renal basement membrane components. *Kidney Int.* 56 2016–2024. 10.1046/j.1523-1755.1999.00785.x 10594777

[B36] MottaC. M.EndresK. J.WesdemiotisC.WillitsR.BeckerM. (2019). Enhancing Schwann cell migration using concentration gradients of laminin-derived peptides. *Biomaterials* 218:119335. 10.1016/j.biomaterials.2019.119335 31302351PMC6868524

[B37] Noben-TrauthK.ZhengQ.YJohnsonK. R. (2003). Association of cadherin 23 with polygenic inheritance and genetic modification of sensorineural hearing loss. *Nat. Genet.* 35 21–23. 10.1038/ng1226 12910270PMC2864026

[B38] NoguchiY.KurimaK.MakishimaT.de AngelisM.FuchsH.FrolenkovG. (2006). Multiple quantitative trait loci modify cochlear hair cell degeneration in the Beethoven (Tmc1Bth) mouse model of progressive hearing loss DFNA36. *Genetics* 173 2111–2119. 10.1534/genetics.106.057372 16648588PMC1569729

[B39] PapadopoulouA. S.DooleyJ.LintermanM. A.PiersonW.UcarO.KyewskiB. (2011). The thymic epithelial microRNA network elevates the threshold for infection-associated thymic involution via miR-29a mediated suppression of the IFN-alpha receptor. *Nat. Immunol.* 13 181–187. 10.1038/ni.2193 22179202PMC3647613

[B40] ParkinJ. D.San AntonioJ. D.PedchenkoV.HudsonB.JensenS.SavigeJ. (2011). Mapping structural landmarks, ligand binding sites, and missense mutations to the collagen IV heterotrimers predicts major functional domains, novel interactions, and variation in phenotypes in inherited diseases affecting basement membranes. *Hum. Mutat.* 32 127–143. 10.1002/humu.21401 21280145PMC4800984

[B41] PengD. W.LanC. L.DongL. Q.JiangM.XiaoH.D’AmatoR. (2022). Anti-angiogenic properties of microRNA-29a in preclinical ocular models. *Proc. Natl. Acad. Sci. U. S. A.* 119:e2204795119. 10.1073/pnas.2204795119 36322719PMC9659377

[B42] PengL.LiN.HuangZ.QiuC.YinS. (2022). Prognostic Gene Expression Signature for Age-Related Hearing Loss. *Front. Med.* 9:814851. 10.3389/fmed.2022.814851 35463035PMC9021842

[B43] PengY.SongX.ZhengY.ChengH.LaiW. (2018). circCOL3A1-859267 regulates type I collagen expression by sponging miR-29c in human dermal fibroblasts. *Eur. J. Dermatol.* 28 613–620. 10.1684/ejd.2018.3397 30378537

[B44] PozziA.YurchencoP.DIozzoR. V. (2017). The nature and biology of basement membranes. *Matrix Biol.* 5 1–11. 10.1016/j.matbio.2016.12.009 28040522PMC5387862

[B45] QiuF.SunR.DengN.GuoT.CaoY.YuY. (2015). miR-29a/b enhances cell migration and invasion in nasopharyngeal carcinoma progression by regulating SPARC and COL3A1 gene expression. *PLoS One* 10:e0120969. 10.1371/journal.pone.0120969 25786138PMC4364736

[B46] RoussetF.Nacher-SolerG.CoelhoM.IlmjarvS.KokjeV.MarteynA. (2020). Redox activation of excitatory pathways in auditory neurons as mechanism of age-related hearing loss. *Redox. Biol.* 30:101434. 10.1016/j.redox.2020.101434 32000019PMC7016250

[B47] RudnickiA.AvrahamK. B. (2012). microRNAs: the art of silencing in the ear. *EMBO Mol. Med.* 4 849–859. 10.1002/emmm.201100922 22745034PMC3491818

[B48] SakaguchiN.SpicerS. S.ThomopoulosG. N.SchulteB. (1997). Increased laminin deposition in capillaries of the stria vascularis of quiet-aged gerbils. *Hear. Res.* 105 44–56. 10.1016/s0378-5955(96)00180-3 9083803

[B49] SeicolB. J.LinS.XieR. (2022). Age-Related Hearing Loss Is Accompanied by Chronic Inflammation in the Cochlea and the Cochlear Nucleus. *Front. Aging Neurosci.* 14:846804. 10.3389/fnagi.2022.846804 35418849PMC8995794

[B50] SemaanM. T.ZhengQ. Y.HanF.ZhengY.YuH.HeaphyJ. (2013). Characterization of neuronal cell death in the spiral ganglia of a mouse model of endolymphatic hydrops. *Otol. Neurotol.* 34 559–569. 10.1097/MAO.0b013e3182868312 23462289PMC3628741

[B51] SoldaG.RobustoM.PrimignaniP.CastorinaP.BenzoniE.CesaraniA. (2012). A novel mutation within the MIR96 gene causes non-syndromic inherited hearing loss in an Italian family by altering pre-miRNA processing. *Hum. Mol. Genet.* 21 577–585. 10.1093/hmg/ddr493 22038834PMC3259013

[B52] SomeyaS.ProllaT. A. (2010). Mitochondrial oxidative damage and apoptosis in age-related hearing loss. *Mech. Ageing Dev.* 131 480–486. 10.1016/j.mad.2010.04.006 20434479PMC4086639

[B53] SomeyaS.YuW.HallowsW. C.XuJ.VannJ.LeeuwenburghC. (2010). Sirt3 mediates reduction of oxidative damage and prevention of age-related hearing loss under caloric restriction. *Cell* 143 802–812. 10.1016/j.cell.2010.10.002 21094524PMC3018849

[B54] SubramanianB.KayaO.PollakM. R.YaoG.ZhouJ. (2018). Guided tissue organization and disease modeling in a kidney tubule array. *Biomaterials* 183 295–305. 10.1016/j.biomaterials.2018.07.059 30189357PMC6671629

[B55] SunG.ZhengY.FuX.ZhangW.RenJ.MaS. (2022). Single-cell transcriptomic atlas of mouse cochlear aging. *Protein Cell*. 10.1093/procel/pwac058 [Epub ahead of print].36933008PMC10098046

[B56] TavanaiE.MohammadkhaniG. (2017). Role of antioxidants in prevention of age-related hearing loss: a review of literature. *Eur. Arch. Otorhinolaryngol.* 274 1821–1834. 10.1007/s00405-016-4378-6 27858145

[B57] UshakovK.RudnickiA.AvrahamK. B. (2013). MicroRNAs in sensorineural diseases of the ear. *Front. Mol. Neurosci.* 6:52. 10.3389/fnmol.2013.00052 24391537PMC3870287

[B58] WangQ.ZhaoH.ZhengT.WangW.ZhangX.WangA. (2017). Otoprotective effects of mouse nerve growth factor in DBA/2J mice with early-onset progressive hearing loss. *J. Neurosci. Res.* 95 1937–1950. 10.1002/jnr.24056 28345280PMC5561496

[B59] WestonM. D.PierceM. L.Rocha-SanchezS.BeiselK.SoukupG. (2006). MicroRNA gene expression in the mouse inner ear. *Brain Res.* 1111 95–104. 10.1016/j.brainres.2006.07.006 16904081

[B60] WhiteH. J.HelwanyM.PetersonD. C. (2022). *Anatomy, Head and Neck, Ear Organ of Corti StatPearls.* Treasure Island, FL: StatPearls.30855919

[B61] WilsonS. E.TorricelliA. A.MarinoG. K. (2020). Corneal epithelial basement membrane: Structure, function and regeneration. *Exp. Eye Res.* 194:108002. 10.1016/j.exer.2020.108002 32179076PMC7217741

[B62] WuP. Z.LibermanL. D.BennettK.de GruttolaV.O’MalleyJ.LibermanM. (2019). Primary Neural Degeneration in the Human Cochlea: Evidence for Hidden Hearing Loss in the Aging Ear. *Neuroscience* 407 8–20. 10.1016/j.neuroscience.2018.07.053 30099118PMC6369025

[B63] ZhangQ.LiuH.McGeeJ.WalshE.SoukupG.HeD. (2013). Identifying microRNAs involved in degeneration of the organ of corti during age-related hearing loss. *PLoS One* 8:e62786. 10.1371/journal.pone.0062786 23646144PMC3640032

[B64] ZhaoT.LiuX.SunZ.ZhangJ.ZhangX.WangC. (2020). RNA-seq analysis of potential lncRNAs for age-related hearing loss in a mouse model. *Aging* 12 7491–7510. 10.18632/aging.103103 32335544PMC7202524

[B65] ZhaoT.MaP.ZhaoF.ZhengT.YanB.ZhangQ. (2021). Phenotypic differences in the inner ears of CBA/CaJ and C57BL/6J mice carrying missense and single base pair deletion mutations in the Cdh23 gene. *J. Neurosci. Res.* 99 2743–2758. 10.1002/jnr.24905 34133797

[B66] ZhengQ. Y.JohnsonK. R.ErwayL. C. (1999). Assessment of hearing in 80 inbred strains of mice by ABR threshold analyses. *Hear. Res.* 130 94–107. 10.1016/s0378-5955(99)00003-9 10320101PMC2855304

# Supplementary material for: MiR-29a-deficiency causes thickening of the basilar membrane and age-related hearing loss by upregulating collagen IV and laminin
**Source:** Front Cell Neurosci. 2023 May 18;17:1191740. doi: 10.3389/fncel.2023.1191740
**Supplement:** Supplementary file 1

**Supplementary Table 1**

Complementary sequences alignments of miR-29a seed regions with its binding sites in the 3'-untranslated region (3'-UTR) of *Col4a1*, *Col4a2*, *Col4a3*, *Col4a4*, *Col4a5*, *Lamb2* and *Lamc1*.

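The alignments were compared with the 3′-UTRs of GENCODE mouse release 21 on GRCm38. The sequence that pairs with nucleotides of the miR-29a seed, TGGTGCT in DNA letters, was looked up at each printed position. For Col4a1, it lies at positions 33 to 39 of a 3′-UTR of 1378 bases, on chromosome 8 from 11199762 to 11199768, and the following A makes it an 8-base match. For Col4a2, it lies at positions 43 to 49 of 971 bases, on chromosome 8 from 11448359 to 11448365. Col4a3 has the sequence at 1752 to 1758 and at 1776 to 1782, the printed pair, on chromosome 1 from 82720636 to 82720642 and from 82720660 to 82720666, and it has 4 such sequences in its 3′-UTR of 3175 bases. For Col4a4, it lies at positions 89 to 95, on chromosome 1 from 82453036 to 82453042. For Col4a5, it lies at positions 129 to 135, on chromosome X from 141688253 to 141688259. For Lamc1, the 3′-UTR holds 1 such sequence, at the printed positions 1398 to 1404, on chromosome 1 from 153220069 to 153220075. The reference around it reads TATTATCTGACACACTGGTGCTA, whose last 12 bases are the same as those of the sequence printed for Lamc1. For Lamb2, the annotated 3′-UTR of 110 bases holds 0 such sequences. The sequence printed for Lamb2, AGCCCCACGTCTTGGTGCTA, occurs in the coding sequence of its transcript, where the seed match spans transcript positions 2296 to 2302 in exon 18 of 33, on chromosome 9 from 108485520 to 108485526. The paper states in its methods that the reporter constructs carried the 3′-UTR of each candidate gene with the binding site.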

| **Target gene** | **Predicted binding sites** |
| --- | --- |
| *Col4a1* | 33-40 of Col4a1 3'-UTR 5'-GCCACCGUCACAACA**UGGUGCU**A  miR-29a-3p 3'-AUUGGCUAAAGUCU**ACCACGA**U |
| *Col4a2* | 43-49 of Col4a2 3'-UTR 5'-GUGGGAAGGCCACGU**UGGUGCU**U  miR-29a-3p 3'-AUUGGCUAAAGUCU**ACCACGA**U |
| *Col4a3* | 1752-1758 and 1776-1782 of Col4a3 3'-UTR  5'-UGGACGUGA**UGGUGCU**GAUACUUAAGUUCAGGC**UGGUGCU**GU  miR-29a-3p 3'-AUUGGCUAAAGUCU**ACCACGA**U |
| *Col4a4* | 89-95 of Col4a4 3'-UTR 5'-UUCCAGCAAAUUCAG**UGGUGCU**C  miR-29a-3p 3'-AUUGGCUAAAGUCU**ACCACGA**U |
| *Col4a5* | 129-135 of Col4a5 3'-UTR 5'-CACUGCUCCCACCAA**UGGUGCU**A  miR-29a-3p 3'-AUUGGCUAAAGUCU**ACCACGA**U |
| *Lamb2* | 2291-2297 of Lamb2 3'-UTR 5'-AGCCCCACGUCU**UGGUGCU**A  miR-29a-3p 3'-AUUGGCUAAAGUCU**ACCACGA**U |
| *Lamc1* | 1398-1404 of Lamc1 3'-UTR 5'-UAUUAUCUGACAC**UGGUGCU**A  miR-29a-3p 3'-AUUGGCUAAAGUCU**ACCACGA**U |

The red font indicates the binding site.

# Supplementary material for: MiR-29a-deficiency causes thickening of the basilar membrane and age-related hearing loss by upregulating collagen IV and laminin
**Source:** Front Cell Neurosci. 2023 May 18;17:1191740. doi: 10.3389/fncel.2023.1191740
**Supplement:** Supplementary file 2

**Supplementary Table 2**

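The primers were searched in the transcripts of GENCODE mouse release 21. Both primers of Col4a1, Col4a2, Col4a3, Col4a4, Col4a5, Lamb2 and Lamc1 occurred without mismatch in transcripts of their gene, and the predicted products ran from 71 bp for Col4a2 to 436 bp for Lamc1. In each of these pairs, the primers lay in different exons. For Gapdh, the forward primer had at least 1 mismatch and the reverse primer at least 3 mismatches to each of the 13 transcripts of the gene in that annotation. The methods of the paper name β-actin as the reference of the qRT-PCR, and this table lists primers for Gapdh.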

Primer sequences used for qRT-PCR.

| **Gene** | **Forward (5**'**-3**'**)** | **Reserve (5**'**-3**'**)** |
| --- | --- | --- |
| *Col4a1* | TCATTAGCAGGTGTGCGGTT | GCAGAGGCGAGCATCATAGT |
| *Col4a2* | CCCGGATCTGTACAAGGGTG | CGCCTTTTGAGATTACGCCG |
| *Col4a3* | GATGGGCTATCCTGGAACCACT | TTCTCTCCTCGTTCGCCTTTGG |
| *Col4a4* | GAACCTGGAAGAAAGGGAGAGG | GGAAGTGACTGCTTCTCCTGCA |
| *Col4a5* | GAACCTGGTCCTGTAGGTGC | TCTCCCAGGAGGGCCTTG |
| *Lamb2* | TACCCACACGGTCGGGAT | ACCATTGGAACCCCGTTCTC |
| *Lamc1* | CTTCATCGCCCCTGTGAAGT | CGTCTCACAGAACTGTCCCC |
| *Gapdh* | AGACAGCCGCATCTTCTTGT | CTTGCCGTGGGTAGAGTCAT |

How the deposited data were processed for this re-analysis (not part of the article)

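RNA-seq of the cochlea of miR-29a WT and miR-29a KO mice was analysed in 8 libraries, WT1 to WT4 and KO1 to KO4. Genotype and replicate number were taken from the sample labels. The paper's methods give an age of 2 months and the sample records give 21 days, and the age entered no comparison. Figure 5 of the paper names 3 libraries per group, and these were taken as the libraries with replicate numbers 1 to 3.

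The authors made strand-specific libraries from total RNA after removal of ribosomal RNA, mapped the paired-end reads with Hisat2 and deposited FPKM per gene and library. In those deposited values, fragments are divided by the length of the transcript and by the number of mapped fragments, and column totals differ between libraries, so no further scaling between libraries was seen. The paper's text names neither the tool nor the gene annotation behind the FPKM. The authors tested differential expression on counts with DESeq2. Counts were not used here, and that test was therefore not repeated.

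Of 21895 genes, the symbols of 27 had been turned into dates and were restored from their gene identifiers. Coordinates were compared with GENCODE mouse release 21 on GRCm38, which also gave the 3′-UTRs and transcript sequences. No per-sample column was left unused (0 columns). FPKM carry no counts, so the precision of a value from counting alone could not be given, and the relative depth of the libraries was estimated from values under 0.1 FPKM. Such values also entered the tests of genes that passed the filter on mean FPKM.

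The log2 of FPKM plus 0.1 was tested with limma 3.58.1 in R 4.3.3, by a linear model with genotype as the only factor and moderated variances with a mean-variance trend. Genes with a mean FPKM of at least 0.5 over the libraries fitted were tested, without further scaling. Genes with an unadjusted two-sided p-value under 0.05 and any fold change were called differentially expressed, as in the paper, and Benjamini-Hochberg adjusted p-values were computed over all tested genes. Every fit was made on the 6 libraries of Figure 5 and on all 8 libraries. The pairing of libraries comes only from the replicate numbers in the labels, which WT and KO libraries share, and nothing in the paper says that such libraries were matched. It was checked by the correlation of the deviations of same-numbered libraries from their group means.

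Gene families for the ECM, histone, immune, and DNA replication and cell cycle terms of Figures 5C, D, and marker genes of other cochlear, marrow, bone and muscle cells, were listed by symbol. Families were tested by Fisher's exact test among the differentially expressed genes, with all tested genes as the background, and by limma's camera with the correlation between genes estimated. A family's median log2 fold change was also placed among 10000 random gene lists matched on mean expression in 10 bins. The smallest p-value these lists can give is 0.0002. Genes with the sequence TGGTGCT in their longest annotated 3′-UTR were compared with the other tested genes in the same way. A value per library, such as the mean over the 7 candidate target genes, was compared by an exact two-sided permutation test, whose smallest p-value is 0.1 for 3 against 3 libraries and 0.0286 for 4 against 4. A comparison of medians between genes used 100000 permutations. Sequence shared between genes was measured as the share of the 50-base words of a gene's transcripts that occur in another gene.

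Named genes were chosen by rule. They are the genes the paper names, the 5 genes per direction with the largest log2 fold change among differentially expressed genes whose groups do not overlap and whose mean FPKM is at least 1, and, in each family of Figures 5C, D, the 3 genes with the smallest p-values and any gene that changed significantly in the other direction. This gave 32 genes.

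The limma fit was tested on simulated data with the means and spreads of the deposited genes, in which 200 genes changed by 2 on the log2 scale. At an adjusted p-value under 0.05, 134 of the 200 were recovered with 3 libraries per group and 160 with 4, and 5.23% and 5.12% of the unchanged genes had an unadjusted p-value under 0.05. The other statistics were tested on simulated data too. A simulated odds ratio of 5 was recovered with a median of 5.04 over 200 runs, and a simulated shift of 0.05 with a median of 0.0518 over 100 runs. A simulated difference of medians of 0.3 was recovered with a median of 0.3, and 7% of 200 runs without a simulated difference had a permutation p-value under 0.05.

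Alternatives were a pseudocount of 1, no filter on low values, a minimum mean FPKM of 1, median-ratio scaling, quantile normalization, moderated variances without the trend, the replicate number as a block, and leaving out each library in turn. For families, only genes higher in KO were also used. For the seed sequence, the 8-base match, lists matched on 3′-UTR length, and the exclusion of all listed families were tried. Scores of marrow and of muscle marker genes as covariates were added after the data had been seen. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The qRT-PCR, Western blot, luciferase, histology and hearing experiments of the paper were not analysed here.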

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

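All the tests in this part were chosen only after the results they address had been seen.

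In each gene or gene family named at the results, and in each group of 4 libraries, the library farthest from the others was tested by Dixon's ratio at the 5% level. Of 98 such groups, 12 held a library past it, where chance gives 4.9. KO4 was that library in 5 groups, WT1 in 3, KO3 in 2, and WT3 and WT4 in 1 each.

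WT1 stood apart from the other WT libraries in the FPKM of Col4a1 (6.97), in the mean log2(FPKM + 0.1) of the basement membrane genes (2.19) and in that of the 7 candidate target genes (2.34). These are overlapping sets of genes, so the values are not independent. Depth was tested as an explanation, and the relative depth of WT1 was 1.15 of the median, within the range of the other libraries, whose highest was 1.16. A few genes taking a large share of the FPKM was tested by rescaling with the median ratio. The mean log2 difference of WT1 from the other WT libraries over the 7 genes went from -1.08 to -0.66, so most of it was left. More marrow cells in WT1 was tested with 22 neutrophil and granulocyte precursor genes, and 19 of them (86.4%) were highest in WT1, short of the 90% set for that test. The FPKM of Mpo, for example, was 322 in WT1 and 0.101 in WT3. Their mean log2(FPKM + 0.1) was 7.14 in WT1, against 3.71, -0.37 and 3.98 in the other WT libraries and at most 6.23 in the KO libraries. With that mean as a covariate, the log2 fold changes in the 6 libraries went from 1.50 to 1.92 for Col4a1 and from 0.27 to 0.66 for Lamb2. More marrow in WT1 therefore stays open as an explanation, although the KO libraries had the higher FPKM of Col4a1 with 4.96 or more for the same marrow genes. Depth does not account for the position of WT1, and a few genes with a large share account for less than the whole of it. The labels give WT1 the same condition as the other WT libraries, so no biological explanation was tested. Over the other 7 libraries, the mean log2 fold change of the 7 genes was 0.39, so WT1 is not the whole of this mean difference. Most of the 0.39 rested on Col4a1 (0.95) and Col4a2 (0.94). Without WT1, the log2 fold changes of Lamc1, Col4a5, Col4a3, Col4a4 and Lamb2 were 0.31, 0.28, 0.21, 0.08 and -0.05.

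KO4, which the paper does not use, stood apart from the other KO libraries in the FPKM of Lamc1 (43.2), Gapdh (28.5), Hist1h2ah (14.9) and Gm15446 (3.63), and in the mean log2(FPKM + 0.1) of the histone genes (4.82). For Hist1h2ah, Gm15446 and the histone genes, the value of KO4 lay closer to the WT libraries than those of the other KO libraries did. Col4a1 went the other way: its FPKM in KO4, a library outside the paper's comparison, was 33.5, above all WT libraries. Col4a1 is part of the difference under study, so its value in KO4 cannot rule out exchanged labels. Across genes, KO4 had a correlation of 0.963 with WT4 and of at most 0.946 with the other KO libraries. Col4a2 and Lamc1 of KO4, in contrast, lay above all WT libraries, as Col4a1 did. Whether labels were exchanged is not decided by these values. Reads shared between copies apply to Gapdh, of whose 50-base words 82.5% occur in other genes, and to Hist1h2ah (90.7%), so these values may partly reflect how reads were assigned. Gm15446 shares its words mostly with Zfp932 (45.8%), and the sum of both was 11.5 FPKM in KO4 and 5.49 to 6.91 in KO1 to KO3, so assignment between these copies does not explain its value. No shared words were found for Lamc1, and no explanation was tested for its value.

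The differences between KO4 and WT4 gave a signal that the paper does not analyse. Of the 674 genes called in the other 6 libraries, 455 (67.5%) had the same direction in KO4 against WT4, where random gene lists matched on expression gave a median of 53.4% and a central range of 49.7% to 57.0%. This compares 1 library with 1 library, and the random lists do not keep families of genes that move together, so the signal cannot be told apart from a chance difference between single libraries. Of the 42 lower genes, 29 (69%) had the same direction, within the central range of 47.6% to 76.2% of random lists. The median log2 difference of the 632 higher genes was 0.12 in KO4 against WT4, and 0.88 in the 6 libraries.

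KO3 stood apart from the other KO libraries in the FPKM of Pomc (65.9) and Fbn1 (12.9), and its FPKM of the skeletal muscle gene Acta1 was 142, against 0.151 to 10.2 in the other 7 libraries. The paper does not discuss muscle genes. Muscle tissue in that dissection was tested with 25 skeletal muscle genes, and 19 of them (76%) were highest in KO3, short of the 90% set for that test. Ckm and Myh4 had an FPKM of 29.0 and 23.9 in KO3, and of at most 3.96 and 2.34 elsewhere. That list includes genes with hardly any expression. Of the 20 with a mean FPKM of at least 0.5 over the 8 libraries, 18 were highest in KO3, and the mean log2(FPKM + 0.1) of these 20 was 4.12 in KO3, 1.96 in KO4 and at most 0.80 elsewhere. Muscle tissue in the KO3 dissection therefore stays open as an explanation and may account for the muscle genes. No explanation was tested for Pomc and Fbn1 in KO3.

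WT4 stood apart in the FPKM of Pomc (13.8), and WT3 in that of Hist2h2ac (12.5). The histone genes as a family were lowest in WT3, with a mean log2(FPKM + 0.1) of 2.08, as were the neutrophil genes, with -0.37, so less marrow in WT3 stays open as an explanation for Hist2h2ac. No explanation was tested for Pomc.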

How the results depend on the processing

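The fits with a marrow or a muscle score as a covariate were chosen only after the results had been seen, and all other alternatives in this part were set before the data were examined.

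The odds ratios of ECM structural genes and histone genes stayed above 1 and past p = 0.05 in Fisher's exact test under every alternative run, in the 6 libraries and in the 8 libraries. The number of differentially expressed genes stayed within 1.5 times its value under each alternative set beforehand that kept all libraries. It was 2240 and 1788 with the marrow score and 237 and 349 with the muscle score, in the 6 and the 8 libraries. The number at an adjusted p-value under 0.05 over the 8 libraries was 0 (767 at an unadjusted p-value) and became 3 without the filter on low values. With the replicate number as a block, the counts were 756 and 838, and the mean log2 fold change of the 7 target genes kept its value of 0.66 in the 8 libraries while its exact permutation p-value went to 0.125, the smallest that 4 pairs allow.

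The split into higher and lower genes moved with the scaling. In the 6 libraries it was 388 higher and 293 lower with median-ratio scaling, and 357 and 484 with quantile normalization, against 632 and 42. Over the 8 libraries it was 403 and 361, and 378 and 547, against 691 and 76.

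For ECM-receptor genes, the odds ratio lost significance with median-ratio scaling (2.19) and quantile normalization (2.00) in the 6 libraries, and with quantile normalization (1.81) in the 8 libraries. For immune cell genes, this happened in the 6 libraries with median-ratio scaling (1.37), quantile normalization (2.35) and the marrow score (1.46), and in the 8 libraries with quantile normalization (2.18) and the marrow score (1.05). For DNA replication and cell cycle genes, the odds ratio became significant in the 6 libraries with a pseudocount of 1 (2.99), with the replicate block (2.50) and among higher genes only (2.28), and it reversed with the muscle score (0.816). It lost significance in the 8 libraries with median-ratio scaling (1.02), quantile normalization (1.29), the marrow score (1.23) and the muscle score (1.12). With the marrow score, more genes were called in all, which can lower odds ratios by itself. The cause was not tested for the other changes. Enrichment among genes with an adjusted p-value under 0.05 could not be computed, since 1 and 0 genes passed.

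The shift of genes with the seed sequence became significant in the 6 libraries with the marrow score (0.0251), the muscle score (0.0277) and lists matched on 3′-UTR length (0.0051). It did so in the 8 libraries without the filter (0.0201), with a minimum mean FPKM of 1 (0.0125), with median-ratio scaling (0.0132), with the marrow score (0.0392), with the muscle score (0.0230), for the 8-base match (0.0270), with lists matched on 3′-UTR length (0.0118) and without the listed families (0.0149). With lists matched on 3′-UTR length, the shift itself kept its value, and the median shift of the random lists moved. That median went from -0.003 to -0.047 in the 6 libraries and from -0.002 to -0.036 in the 8 libraries. The cause of these changes was not tested.

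Leaving out one library at a time gave 254 to 3067 differentially expressed genes in the 6 libraries and 347 to 2922 in the 8 libraries, with the highest values without WT1, and 1 to 32 and 0 to 1 genes at the adjusted threshold. The odds ratios ran from 2.20 to 8.81 and 2.53 to 10.8 for ECM structural genes, from 2.36 to 7.07 and 2.39 to 5.84 for ECM-receptor genes, and from 13.0 to 25.1 and 10.1 to 26.7 for histone genes, all significant. They ran from 1.56 to 10.5 and 1.37 to 8.25 for DNA replication and cell cycle genes, and from 2.37 to 15.0 and 2.92 to 11.3 for immune cell genes. The former became significant in 4 of 6 such fits and lost significance in 3 of 8, and the latter lost it in 2 of 6 and 0 of 8. The seed shift ran from 0.0034 to 0.0283 and from 0.0004 to 0.0277. It became significant without WT3 and without KO3 in the 6 libraries, and in 6 of 8 fits in the 8 libraries, all but those without WT1 (permutation p = 0.0894) and without KO4 (permutation p = 0.798). The mean log2 fold change of the 7 target genes ran from 0.31 to 0.88 and from 0.39 to 0.77. Its exact permutation p-value over the 8 libraries went from 0.0286 to 0.0857 whenever a KO library was left out, and it stayed at 0.0286 whenever a WT library was left out. Without WT1, the log2 fold change reversed for Col4a4 (-0.07) and Lamb2 (-0.12) in the 6 libraries and for Lamb2 (-0.05) in the 8 libraries, while their highest values were 0.63, 0.55 and 0.40. None of these reversed values was significant in limma. The depth of the libraries is unknown, so a limit set by depth could not be given.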

Differences from the paper's values

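In this part, only the fits with the marrow score as a covariate were chosen after the result had been seen.

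The paper's number of differentially expressed mRNAs is 2,103, from DESeq2. That test was not repeated here, so the part of the test in these differences is unknown. With limma on log2(FPKM + 0.1), the number was 674 in the 6 libraries of Figure 5 and 767 in all 8 libraries. Of the alternatives set before the data were examined, leaving out WT1 gave 3067 genes in the 6 libraries and 2922 in the 8 libraries, within 1.5 times the paper's number, and none of the others came that close. The marrow score as a covariate, which was chosen after seeing the values, gave 2240 and 1788.

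The paper's number of up-regulated mRNAs is 1,331, against 632 in the 6 libraries and 691 in the 8 libraries. Without WT1 the number was 1810 in the 8 libraries, within 1.5 times the paper's, and 2001 in the 6 libraries, just outside. No other alternative set before the data were examined came within 1.5 times. The marrow score, chosen after seeing the values, gave 1678 in the 8 libraries, and 2148 in the 6 libraries, which is outside.

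The paper's number of down-regulated mRNAs is 772, against 42 in the 6 libraries and 76 in the 8 libraries. Of the alternatives set before the data were examined, leaving out WT1 gave 1066 in the 6 libraries and 1112 in the 8 libraries, and quantile normalization gave 547 in the 8 libraries. These are within 1.5 times the paper's number, and no other alternative was. The paper's numbers correspond to 63.3% higher genes, against 93.8% in the 6 libraries, 57.0% there with median-ratio scaling and 65.2% there without WT1.

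Figure 5D of the paper lists DNA replication and cell cycle among the enriched pathways. In the 6 libraries, the odds ratio of the genes listed for them was 2.13 (Fisher's exact test, p = 0.0866). It was significant with a pseudocount of 1 (2.99), with the replicate block (2.50), among higher genes only (2.28), without WT1 (10.5), without WT3 (2.73), without KO1 (2.57) and without KO2 (3.20), and over the 8 libraries (4.18).

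The paper states, from qRT-PCR, that the mRNAs of all 7 target genes were higher in KO cochleae. In the RNA-seq, all 7 log2 fold changes were above 0 in the 6 and the 8 libraries, but the groups of Col4a3, Col4a4, Col4a5 and Lamb2 overlapped, with log2 fold changes of 0.50, 0.36, 0.30 and 0.27 in the 6 libraries. Supplementary Table 1 of the paper places a binding site in the 3′-UTR of Lamb2, whereas the annotated 3′-UTR of Lamb2 on GRCm38 held 0 seed sequences.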

Other observations

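All the tests in this part were chosen only after the result was seen, except those of the marrow marker sets, of the bone matrix markers and of the Y-linked genes, and the count of splits for the immune, histone and cell cycle genes together.

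The number of differentially expressed genes was compared with other splits of the same libraries. Since WT and KO share replicate numbers, the split by genotype was set against the splits that also part each same-numbered pair, of which there are 4 for the 6 libraries and 8 for the 8 libraries. These are too few for a share under 0.05, so none of the counts over them can rule out chance. The pairing is weak, since the deviations of same-numbered libraries had correlations of 0.419, -0.24, -0.17 and 0.21 for numbers 1 to 4 in the 8 libraries. As many differentially expressed genes as by genotype were given by 2 of 4 splits and by 2 of 8 splits, the genotype split included. For genes at an adjusted p-value under 0.05, it was 1 of 4 splits, and in the 8 libraries, where 0 genes passed against 767 at an unadjusted p-value, it was 8 of 8. The odds ratio was as large in 1 of 4 and 1 of 8 splits for ECM structural genes, in 1 of 4 and 2 of 8 for ECM-receptor genes, in 1 of 4 and 1 of 8 for histone genes, in 2 of 4 and 2 of 8 for DNA replication and cell cycle genes, and in 2 of 4 and 2 of 8 for immune cell genes. The shift of genes with the seed sequence was as large in 3 of 4 and 5 of 8 splits. Of all 35 splits of the 8 libraries, which include those that keep same-numbered libraries together, 11 gave at least as many genes as the split by genotype. The odds ratio was as large in 1 of the 35 for histone genes, the smallest count possible, in 3 each for ECM structural, ECM-receptor, and DNA replication and cell cycle genes, and in 7 for immune cell genes, and the seed shift was as large in 22. The split of WT1 with KO1, KO2 and KO3 against the others gave 4080 genes, 490 of them at an adjusted p-value under 0.05. The largest structure in these libraries is thus another one than genotype, and its source is not given by the labels. In WT1, KO1, KO2 and KO3, the mean log2(FPKM + 0.1) of neutrophil markers was 5.35 to 7.14, against -0.37 to 4.96 elsewhere. For erythroid markers it was 5.62 to 6.13, against 0.46 to 4.70. B cell precursor markers did not part these libraries, with 1.80 in WT1 and 1.92 in KO4. Marrow content is therefore a candidate source of this structure, and it was not tested as one.

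More genes were higher than lower in KO, and the scaling of FPKM between libraries was tested as an explanation. With median-ratio scaling, 57% of the called genes were higher, against 93.8% without it, and the median log2 fold change of all genes went from 0.14 to 0.01. Such scaling centres the fold changes and evens out this share whatever the cause, so the excess of higher genes cannot be told apart from an effect of scaling. Without WT1 and without rescaling, the share in the 6 libraries was 65.2% and the median was -0.02, so the excess also depends on WT1.

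Immune, histone and cell cycle genes were frequent among the differentially expressed genes, with 56 in the 8 libraries. That number was reached by 1 of the 8 splits that part same-numbered pairs, the one by genotype, and by 2 of all 35 splits. The split of WT1 with KO1, KO2 and KO3 against the others gave 133 such genes. More bone marrow in the KO dissections was tested as an explanation with markers of 3 marrow lineages. All 3 sets had a median log2 fold change at the 100th percentile of random lists in the 6 libraries, at 2.52 for neutrophil, 2.63 for erythroid and 2.16 for B cell precursor markers. The KO libraries were not uniformly higher, though. The mean log2(FPKM + 0.1) of the neutrophil markers was 7.14 in WT1, above every KO library, -0.37 in WT3 and 5.35 to 6.23 in KO1 to KO3, so the low values of WT3 carry much of this difference. A difference in marrow content between dissections is a candidate explanation for the immune and histone genes, since the cochlea lies in bone, but with the neutrophil score as a covariate the odds ratio of histone genes was still 15.4 (Fisher's exact test, p = 7.13e-26), and over the 8 libraries it went from 20.6 to 7.50 (Fisher's exact test, p = 3.47e-14). The score raised the number of all called genes to 2240 and 1788, which can lower odds ratios by itself. Called histone genes went from 31 to 48 in the 6 libraries and from 34 to 33 in the 8 libraries, so neutrophil content does not remove them. Erythroid and B cell precursor scores were not used as covariates, so other marrow cells are not excluded. The mean log2(FPKM + 0.1) of erythroid markers and of histone genes was lowest in WT3 (0.46 and 2.08) and highest in KO3 (6.13 and 6.29). With the neutrophil score, the odds ratio of immune cell genes went to 1.46 and 1.05. Of these genes, 10 instead of 7 and 6 instead of 8 were called. The fits with that score thus do not show how much of the immune genes marrow accounts for. Reads shared between near-identical histone copies were tested with the 13 histone genes that share under 20% of their 50-base words. All 13 were higher in KO, with a median log2 fold change of 1.53, so sharing does not explain the direction. A biological effect of genotype on marrow or on dividing cells cannot be told apart from a difference in dissection here.

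ECM structural genes were higher in KO. More bone matrix cells in the KO dissections was tested with 15 osteoblast and bone matrix markers, whose median log2 fold change was 1.00 in the 6 libraries, above the 0.40 of the ECM structural genes and the mean of 0.69 of the 7 target genes. All 15 were above 0, and in WT3 their mean log2(FPKM + 0.1) was 2.58, against 4.74 to 5.72 in the other libraries. WT1, which had the lowest mean of the 7 target genes, had 5.56 for the bone matrix markers, within the range of KO1 to KO3 (5.49 to 5.72). Less bone matrix in WT3 may thus add to the rise of other collagen genes in KO. The log2 fold change of Col5a1, for example, went from 1.09 to 0.96 without WT3 in the 6 libraries. For the 7 target genes, the mean without WT3 went from 0.69 to 0.88 in the 6 libraries and from 0.66 to 0.77 in the 8 libraries. These values argue against low bone matrix in WT3 as the source of the rise of the 7 genes. The low values of WT1 for the target genes do not come with a low bone matrix score either. Marrow content as read by neutrophil markers left an odds ratio of 2.87 (Fisher's exact test, p = 8.93e-07) for ECM structural genes. Random lists matched on GC content had a median log2 fold change of 0.18, and those matched on transcript length one of 0.09, against 0.40 for the ECM structural genes, which lay at the 100th percentile of both.

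Release from miR-29a is a candidate explanation of another kind for the ECM structural genes, and it predicts a larger rise in those with a seed sequence in their 3′-UTR. In the 8 libraries, the 37 ECM structural genes with the sequence had a median log2 fold change of 0.48 and the 77 without it one of 0.22, a difference of 0.25 (permutation over genes, two-sided p = 0.00022). The difference in the 6 libraries was 0.16 (permutation p = 0.0178). It was 0.26 with median-ratio scaling, 0.24 with quantile normalization and 0.38 with the marrow score in the 8 libraries. Without WT1 it was 0.17 (permutation p = 0.0992) in the 8 libraries and 0.05 (permutation p = 0.613) in the 6 libraries, so its size rests partly on WT1. Genes were permuted here, and genes are not independent replicates. Of the 8 splits that part same-numbered pairs, 1 gave a difference as large, the one by genotype, whereas 5 of all 35 splits did. A difference in bone matrix would act on genes with and without the sequence, and whether it acts on both alike was not tested. Release from repression in part of the ECM genes therefore stays a hypothesis, on top of a difference in tissue content that these values do not exclude.

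The difference between the groups might also come from sex or from the genome next to the deleted locus. Of 4 Y-linked genes, 1 (Eif2s3y) had separate groups over the 8 libraries, and all 4 were expressed in each library. Their FPKM were similar in all 8 libraries, with 12.2 to 21.6 for Ddx3y, 6.39 to 9.24 for Eif2s3y, 8.49 to 11.5 for Kdm5d and 12.0 to 21.3 for Uty. No library therefore came from females only, and a large imbalance of sex between the groups is ruled out, while a small one in pooled tissue is not. Of 99 tested genes within 10 Mb of Mir29a on chromosome 6, 2 were differentially expressed, an odds ratio of 0.435 (Fisher's exact test, p = 0.329), so genes near the deleted locus were not called more often than others.

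Hist2h2aa1 was lower in KO, and reads shared with Hist2h2aa2 were tested as an explanation. The sum of both genes had a log2 fold change of 1.38 in the 6 libraries, opposite to the -8.86 of Hist2h2aa1 alone, and Hist2h2aa1 had an FPKM of 0.115 in WT4 too. A different assignment of shared reads, or a variant in the gene, may give this pattern. Gapdh was also lower in KO in the 6 libraries, at -2.78, and 82.5% of its 50-base words occur in other genes, 218 in number. The processed copy Gm10358, which is listed, reached at most 0.0575 FPKM, so the missing fragments were not assigned to it. The other copies were not analysed here.

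Actb, the product of which serves as the control of the qRT-PCR and Western blots of the paper, ranged from 446 FPKM in WT3 to 1083 FPKM in WT1. Its log2 fold change in the 6 libraries was 0.42, and the groups overlapped. Leaving out single libraries moved that value between 0.15 (without WT3) and 0.79 (without WT1). Markers of the stria vascularis had a median log2 fold change of -0.24, with 2 of 14 above 0, and markers of hair cells had one of 0.05, both in the 6 libraries. The mean log2(FPKM + 0.1) of the stria vascularis markers was 3.10, 3.89 and 4.28 in WT1 to WT3 and 3.24 to 3.55 in KO1 to KO3. The groups thus overlapped (exact permutation test, two-sided p = 0.4), and camera gave p = 0.116.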
